# Chronic adolescent exposure to cannabis in mice leads to sex-biased changes in gene expression networks across brain regions

**DOI:** 10.1038/s41386-022-01413-2

**Published:** 2022-08-22

**Authors:** Yanning Zuo, Attilio Iemolo, Patricia Montilla-Perez, Hai-Ri Li, Xia Yang, Francesca Telese

**Keywords:** Gene expression, Gene expression analysis, Addiction

## Abstract

During adolescence, frequent and heavy cannabis use can lead to serious adverse health effects and cannabis use disorder (CUD). Rodent models of adolescent exposure to the main psychoactive component of cannabis, delta-9-tetrahydrocannabinol (THC), mimic the behavioral alterations observed in adolescent users. However, the underlying molecular mechanisms remain largely unknown. Here, we treated female and male C57BL6/N mice with high doses of THC during early adolescence and assessed their memory and social behaviors in late adolescence. We then profiled the transcriptome of five brain regions involved in cognitive and addiction-related processes. We applied gene coexpression network analysis and identified gene coexpression modules, termed cognitive modules, that simultaneously correlated with THC treatment and memory traits reduced by THC. The cognitive modules were related to endocannabinoid signaling in the female dorsal medial striatum, inflammation in the female ventral tegmental area, and synaptic transmission in the male nucleus accumbens. Moreover, cross-brain region module-module interaction networks uncovered intra- and inter-region molecular circuitries influenced by THC. Lastly, we identified key driver genes of gene networks associated with THC in mice and genetic susceptibility to CUD in humans. This analysis revealed a common regulatory mechanism linked to CUD vulnerability in the nucleus accumbens of females and males, which shared four key drivers (*Hapln4, Kcnc1, Elavl2, Zcchc12*). These genes regulate transcriptional subnetworks implicated in addiction processes, synaptic transmission, brain development, and lipid metabolism. Our study provides novel insights into disease mechanisms regulated by adolescent exposure to THC in a sex- and brain region-specific manner.

## Introduction

Cannabis remains the most widely used psychoactive drug worldwide, particularly among adolescents and young adults [1]. Recent data showed that more than one-third of 12th graders in the US used cannabis in the past year, reflecting an overall decline in the perceived risk of regular cannabis use among adolescents [2]. The high prevalence rates of cannabis use among adolescents pose a significant concern as cannabis misuse can lead to persistent cognitive impairments in learning, attention, and memory [3–8]. Moreover, early cannabis use before 16 years of age increases the risk of developing psychiatric disorders, including cannabis use disorder (CUD) [9, 10]. CUD has a strong genetic component (50–70% heritability). Recent large-scale genome-wide association studies (GWAS) began identifying genetic variants associated with CUD [11–15]. They also revealed a genetic correlation of CUD with other mental health traits, including substance abuse, schizophrenia, and risk-taking [11–15]. However, in line with the nature of complex disease traits, common genetic variants associated with lifetime cannabis use can explain only 11% of the phenotypic variance, as revealed by one meta-analysis of eight GWAS [15]. It is possible that other environmental factors, including cannabis exposure during critical developmental periods, might affect molecular networks in critical brain regions and, in turn, influence the development and severity of CUD.

The primary psychoactive component of cannabis is delta-9-tetrahydrocannabinol (THC). The biological effects of THC are mediated mainly by members of the G protein-coupled receptors (GPCR) family, such as cannabinoid receptors 1 (CB1R) and 2 (CB2R) [16]. The cannabinoid receptors, together with endogenous cannabinoids and the enzymes responsible for their biosynthesis and metabolism, constitute the endocannabinoid (eCB) system [17–19]. The eCB system plays a critical role in the maturation of brain circuits during adolescence by regulating excitatory and inhibitory neurotransmission [20]. Moreover, the fluctuations of eCB signaling during adolescence influence the pubertal changes in gonadal hormone secretion [21]. This interaction between eCB signaling and gonadal functions contributes to the emergence of sex-biased behaviors during adolescence, including social, cognitive, and emotional behaviors [22]. Substantial evidence from human or animal model studies has led to the hypothesis that excessive exposure to THC during adolescence may disrupt the physiological function of the eCB system, ultimately leading to sex-specific behavioral abnormalities and increased risk for psychopathology later in life [5, 22–25].

Despite this knowledge, there are limited data on genes and pathways affected by adolescent exposure to THC in different brain regions of the female and male brains. Two recent studies analyzed gene expression changes following chronic adolescent exposure to THC in rats [26, 27]. These studies demonstrated that chronic adolescent exposure to THC alters gene expression networks that are associated with the structural maturation of cortical cells in the prefrontal cortex (PFC) and with reward and stress reactivity in the basolateral amygdala (Amy). However, these analyses were limited to one brain region in male rats [26, 27]. Therefore, more research is needed to dissect brain region-specificity and cross-brain networks perturbed by chronic adolescent exposure to THC in the female and male brains.

In this study, we treated female and male C57BL6/N mice with THC during early adolescence and assessed their behavior in late adolescence. We performed RNA sequencing (RNA-seq) on five brain regions involved in cognitive and addiction-related processes, including the prefrontal cortex (PFC), nucleus accumbens (NAc), dorsal medial striatum (DMS), amygdala (Amy), and ventral tegmental area (VTA). We conducted gene coexpression network analysis for each sex, within and between brain regions. Lastly, we performed integrative genomic analyses of coexpression networks altered by THC in mice and human genetic data from GWAS of CUD. This analysis identified genes, coexpression networks and pathways involved in THC-mediated behavioral aberrations in mice and linked them to CUD in humans.

## Methods and materials

Detailed descriptions of experimental design and methods are included in the Supplemental Methods. All experimental procedures were approved by the institutional animal care and use committee at the University of California, San Diego. All methods used in this study have been published recently [28–31]. RNA-seq datasets were deposited on the GEO database (accession GSE189821).

## Results

### THC exposure during adolescence impairs cognitive behaviors in a sex-specific manner

To assess the behavioral effects of adolescent exposure to THC, we treated female and male mice with 10 mg/kg of THC in early adolescence (1 injection/day for 21 consecutive days during postnatal weeks 5–7). We assessed object recognition memory, social interaction, and anxiety-like behaviors in late adolescence, two weeks after the last THC administration (Fig. 1A).

**Fig. 1:**
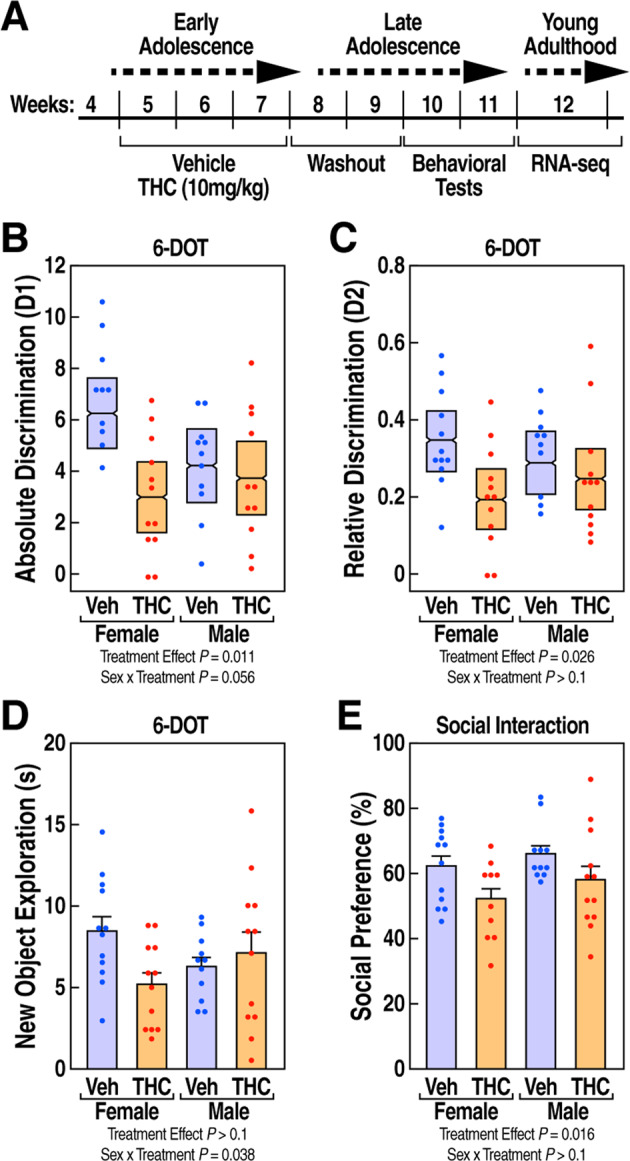
Adolescent exposure to THC reduced recognition memory and social interaction in a sex-specific manner. **A** Timeline of the study design. **B** Absolute discrimination index D1 and (**C**) relative discrimination index D2 are shown as mean ± 95% confidence intervals showing decreased recognition memory in THC-treated groups compared to vehicle controls. **D** Exploration time(s) of the novel object is expressed as mean ± SEM showing a decrease only in female mice. **E** Social preference (%) is expressed as mean ± SEM and is reduced in both females and males. Main effects and interactions found using LMM analysis and posthoc comparisons *p* values using Tukey HSD test.

Using the six different objects test (6-DOT) [28, 32], we measured the effect of THC on object recognition memory. THC decreased the absolute (D1) and relative (D2) discrimination indexes by 36% (treatment effect F(1,41) = 7.12, *p* = 0.011) and 30% (treatment effect F(1,42) = 5.3, *p* = 0.026), respectively, compared to the vehicle control group (Fig. 1B, C). There were no significant sex x treatment interactions for D1 (F(1,41) = 3.86, *p* = 0.056) or D2 (F(1,42) = 1.89, *p* > 0.05) indexes. However, we observed a significant sex x treatment interaction (F(1,42) = 4.6, *p* = 0.038) in novel object exploration. A posthoc analysis revealed that THC-treated females, but not males, tended to reduce novel object exploration (t = 2.44, *p* = 0.08). The impact of THC was specific for the cognitive components of this assay, as THC had no detectable effect on the distance traveled during habituation (Fig. S1B) nor on the total time mice spent exploring the objects (all main effects and interactions *p* > 0.05, Fig. S1C, D).

We also tested the effect of THC on social behaviors using the three-chamber interaction test. Adolescent exposure to THC significantly decreased social preference by 12% (F(1,41) = 6.3, *p* = 0.016) compared to the vehicle group (Fig. 1E). In contrast, sex had no detectable effect on treatment (sex x treatment F(1,41.5) = 0.1, *p* > 0.05).

Lastly, we examined anxiety-like behaviors with the elevated plus-maze. We did not observe significant differences in the willingness of mice to explore open environments (all main effects and interactions *p* > 0.05, Fig. S1E).

We excluded potential confounding effects on the exploratory activity by showing that THC treatment was not associated with changes in body weight at the time of behavioral testing (main effects and interactions *p* > 0.05, Fig. S1F).

The behavioral analysis showed that exposure to THC during adolescence impaired memory and social interaction in late adolescence and induced a novelty exploration deficit, specifically in female mice.

### Identification of DEGs associated with chronic adolescent exposure to THC

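Messenger RNA was sequenced from punches of 5 brain regions, the prefrontal cortex (PFC), dorsal medial striatum (DMS), nucleus accumbens (NAc), amygdala (Amy) and ventral tegmental area (VTA), of female and male mice that had received 21 injections of vehicle or of 10 mg/kg THC. There were 119 libraries, 6 for each region, sex and treatment except for 5 from the VTA of vehicle-treated males. Each library holds 1 region of 1 mouse, and the sample labels do not say which libraries came from the same mouse. The labels name the strain C57BL/6J, an age of 11 weeks and the dorsolateral striatum, whereas the paper gives C57BL/6NCrl, 12 weeks and the DMS. The paper's terms are used here. The authors aligned the reads with STAR and counted them with RSEM, which divides a read that fits several genes among those genes. The deposited values are therefore expected counts per gene, without normalization, and 4.75% of the values for the PFC and DMS and 5.00% of those for the NAc, Amy and VTA were not whole. They were rounded before testing. The PFC and DMS libraries are in one table and the libraries of the other 3 regions in another, with the same 55291 genes, so a difference between regions of different tables includes any difference between the tables. Genes were compared within 1 region with edgeR's quasi-likelihood test, after its filter on low counts and TMM normalization, which scales each library so that most genes do not differ. A gene was called a DEG at an FDR under 0.05 and an absolute log2 fold change of at least 0.4, the thresholds of the paper, which used DESeq2 instead.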

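The depth of a library is given here as its total expected count over all genes. In the female PFC it ranged from 20298987 to 25213098 with vehicle (median 22827343) and from 22142334 to 24992971 with THC (median 23501875.5). Male PFC libraries held 22092580 to 25470225 counts with vehicle (median 23579293.5) and 20868074 to 25073716 with THC (median 23662258). For the female DMS the range was 19236193 to 24583779 with vehicle (median 21966170) and 20111386 to 24702716 with THC (median 22058154). The male DMS had 17826578 to 23990692 counts with vehicle (median 21317709.5) and 18158804 to 22960074 with THC (median 20929862.5). Depth varied more in the other table. Female NAc libraries held 13305704 to 37788960 counts with vehicle (median 25056919.5) and 16347041 to 37243947 with THC (median 22415408.5). The male NAc had 12091738 to 21655999 with vehicle (median 17991789.5) and 14697724 to 40235581 with THC (median 22100612). In the female Amy the range was 13018409 to 46044451 with vehicle (median 26933765) and 20341355 to 76111333 with THC (median 44472626.5). Male Amy libraries had 9663273 to 56648742 counts with vehicle (median 28362486.5) and 8713177 to 14939488 with THC (median 12766385.5), so that depth followed treatment in opposite directions in the Amy of the 2 sexes. The female VTA had 13103605 to 22778427 with vehicle (median 15819400) and 11228720 to 38483483 with THC (median 15307863). In the male VTA it was 3090978 to 60022110 with vehicle (n = 5, median 38582231) and 18632078 to 77042124 with THC (median 30226837.5). The mean over all libraries was 24.6 M counts, against 27.7 M reads per sample in the paper. The values here use the counts.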

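The labelled sex of each library was compared with the counts of Xist and of 4 genes of the Y chromosome. Xist is a noncoding RNA made from the inactive X chromosome of female cells, transcribed from position 103483254 to 103460366 of chromosome X (GRCm38). The Y genes were Kdm5d, which starts at position 897788 of chromosome Y, Eif2s3y, Uty and Ddx3y, which ends at position 1286629. Of the 60 libraries labelled female, 59 had more Xist than the sum of the 4 Y genes in CPM. CPM are the counts of a gene scaled to the same total in every library, here without TMM. Of the 59 libraries labelled male, 58 had a Y sum above Xist. The library labelled female Amy THC FTL_344 had 0.295 CPM of Xist and a Y sum of 139.99 CPM. The library labelled male Amy THC FTL_356 had 476 CPM of Xist and a Y sum of 0.361 CPM. In the other 4 regions all 48 libraries labelled female and all 47 labelled male had the counts of their labelled sex. In 1 vehicle-treated male library of each region the Y sum was 0.436 to 0.569 of the mean of the other male libraries, FTL_356 left out, with Xist at most 0.300 CPM. Both Amy libraries were kept under their labels. The mean counts in the paper's Table S1 for the female Amy differed from those of all 12 libraries so labelled by a median of 6.84e-05% per gene. The difference was 2.33% with library FTL_344 left out and 9.06% with library FTL_356 in its place, so the comparisons of the Amy here and in the paper hold library FTL_344 as a female.

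**Figure D1:**
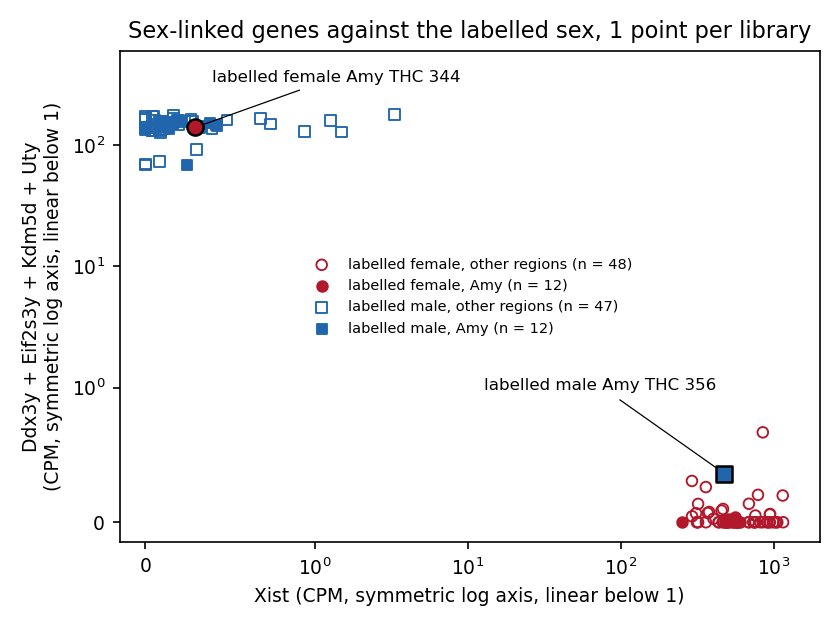
Summed CPM of Ddx3y, Eif2s3y, Kdm5d and Uty against CPM of Xist in each of the 119 libraries, on symmetric log axes that are linear below 1, with circles for libraries labelled female and squares for libraries labelled male. The library labelled female Amy THC FTL_344 lies with the libraries labelled male at a Y sum of 139.99 CPM, and the library labelled male Amy THC FTL_356 lies with those labelled female at 476 CPM of Xist.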

To gain insights into the neurobiological mechanisms underlying the behavioral alterations induced by THC, we profiled the transcriptome of PFC, DMS, NAc, Amy, and VTA from the vehicle and THC-treated mice (*n* = 6/tissue/treatment/sex). 

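Components were computed over all 119 libraries from log2 CPM of the 500 genes with the largest variance. PC1 held 39.4% and PC2 29.1% of the variance. The region of a library accounted for an R2 of 0.988 on PC1 and 0.989 on PC2 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give). With all 18932 genes past the filter, PC1 held 32.7% and PC2 23.8%, and with the variance stabilizing transformation of DESeq2 they held 47.7% and 30.8%. On PC1 and PC2, 3 of the 119 libraries had a library of another region as their nearest neighbour, and 1 did when all components were used. Slc6a3, the dopamine transporter gene, was at one end of PC1 together with Adcyap1, Chrna6, Chrnb3 and Slc17a6. Its level was 1233 ± 338.6 CPM (SD, n = 23 libraries) in the VTA and 0.186 CPM in the PFC. At the other end were, among others, Sh3rf2, Adora2a, Ankrd63 and Serpina9. Adora2a, an adenosine receptor gene of striatal neurons, had 561 ± 48.1 CPM (SD, n = 24) in the DMS and 267.2 CPM in the NAc. One end of PC2 held Slc17a7, the vesicular glutamate transporter gene of cortical neurons, with 1758 ± 65.5 CPM (SD, n = 24) in the PFC and 644 CPM in the Amy, and, among others, Tbr1, 9130024F11Rik and Gm11549. The other end held Slc10a4, Slc6a3, Slc18a2, Dlk1 and En1, of which En1 had 68.7 CPM in the VTA. Among the 50 genes with the largest loadings were, on PC1, 7 of 15 listed markers of medium spiny neurons and 4 of 10 of dopaminergic neurons, and on PC2 7 of 14 of cortical projection neurons and 7 of the dopaminergic markers.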

Principal component analysis (PCA) showed that the transcriptomes of each brain region differed from one another (Fig. 2A) and the top 50 loading genes in PC1 and PC2 included tissue-specific marker genes (Fig. S2A). Furthermore, PCA plots within each brain region revealed substantial sex differences (Fig. S2B). In contrast, the effect of THC treatment was subtle (Fig. S2B). 

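Components were recomputed within each region, and the R2 of sex and of treatment was tested on PC1 and PC2, which makes 20 tests whose p-values were adjusted together. In the PFC, sex accounted for an R2 of 0.991 on PC1 (permutation test, adjusted p = 1e-04). By the same permutation test on PC2, the R2 of sex was 0.516 in the DMS (adjusted p = 0.000133), 0.563 in the NAc (adjusted p = 5e-04), 0.533 in the Amy (adjusted p = 0.00056) and 0.810 in the VTA (adjusted p = 1e-04). When Xist and the 4 Y genes of the label check were left out, the largest R2 of sex was 0.382 in the DMS (permutation test, adjusted p = 0.0462) and did not pass 0.05 elsewhere, with 0.138 in the PFC, 0.113 in the NAc, 0.125 in the Amy and 0.0428 in the VTA. Genes that differed between libraries labelled male and female, with treatment as a covariate, numbered 39 in the PFC, 438 in the DMS, 42 in the NAc, 2 in the Amy and 19 in the VTA. DESeq2 moved these numbers to 54, 579, 65, 10 and 31. The VTA number was 12 when the library labelled male VTA THC FTL_375 was left out. Eif2s3x, an X-linked gene that escapes inactivation, had a log2 fold change of -0.60 in males in the PFC, with 114 ± 4.09 CPM (SD, n = 12) against 171 ± 3.35 CPM. In the Amy, Eif2s3x changed by -0.49 on the log2 scale (edgeR adjusted p = 0.0012) and Kdm6a, also on chromosome X, by -0.42 (adjusted p = 0.013). The Amy number was 9 without the library labelled female Amy THC FTL_344, 6 without the library labelled male Amy THC FTL_356 and 14 without both.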

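On PC1 and PC2 of each region, the R2 of treatment was at most 0.0633, on PC1 of the VTA (permutation test, p = 0.241, adjusted p = 0.482). THC and vehicle were also compared over both sexes of a region with sex as a covariate. The number of DEGs was 0 in each of the 5 regions. At an unadjusted p under 0.05 there were 791 genes in the PFC, 811 in the DMS, 1711 in the NAc, 1195 in the Amy and 1687 in the VTA. DESeq2 gave 2 DEGs in the Amy and 0 in the other 4 regions. Without libraries FTL_344 and FTL_356 DESeq2 gave 0 in the Amy as well.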

Next, we identified differentially expressed genes (DEGs) from each brain region and sex (Figs. 2B, S2C, Table S1). 

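The test of THC against vehicle in each region and sex gave 0 DEGs in 8 of the 10 comparisons. Genes with an unadjusted p under 0.05 numbered 928 in the female PFC, 757 in the female NAc, 1421 in the female VTA, 3.1e+02 in the male DMS, 2.8e+02 in the male Amy and 1012 in the male VTA. The male VTA number went from 533 without vehicle library FTL_372 to 1789 without vehicle library FTL_373. DESeq2 called 1 gene in the female PFC (Per2), 3 in the female VTA and 1 in the male VTA (Sst), with 0 in the female NAc, male DMS and male Amy. In the female DMS 2 of 15800 genes were called, both lower with THC. Plk3, a polo-like kinase gene on chromosome 4, had 3.51 ± 0.427 CPM with THC and 5.76 ± 0.652 CPM with vehicle (SD, n = 6), a log2 fold change of -0.72 (standard error 0.11, edgeR adjusted p = 0.0444). Gm35755, annotated as a processed pseudogene on chromosome 12, changed by -0.79 on the log2 scale (standard error 0.12, adjusted p = 0.0444). RSEM can divide reads between such a pseudogene and its parent gene. All 6 THC libraries were below all 6 vehicle libraries for Plk3. Leaving out 1 library gave 6 DEGs without vehicle library FTL_285, 7 without vehicle library FTL_286, 1 without THC library FTL_291 and 0 in each of the 9 other fits. DESeq2 called 22 genes in the female DMS, 1 of them among the 2 edgeR genes. Of the 17 genes with an adjusted p under 0.05 for the female DMS in Table S1, edgeR called 0 and DESeq2 17. In the female VTA, the fit without THC library FTL_365 gave 15 DEGs. Of the genes that head the sheets of Table S1, Pou2f2 in the female DMS had a log2 fold change of 0.43 (adjusted p = 0.076), Zfp36l2 in the female VTA -0.51 (adjusted p = 0.259) and Sst in the male VTA 0.99 (adjusted p = 0.819).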

We found the largest number of DEGs in the female Amy (*n* = 549) and in the male NAc, (*n* = 22) at a false discovery rate (FDR) < 0.05 and absolute log fold change (logFC) ≥0.4 (Fig. 2B). 

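Of 17003 genes tested in the female Amy, 186 were DEGs higher with THC and 81 were DEGs lower with THC, 2.7e+02 in all. These numbers rest on the libraries as labelled. In the male NAc the number was 0, with 2653 genes at an unadjusted p under 0.05. The latter count was 517 with 1 surrogate variable from sva in the fit, which had r = 0.641 with treatment. DESeq2, the tool of the paper, gave 546 DEGs in the female Amy, 260 of them among the edgeR DEGs, and 20 in the male NAc. Table S1 lists 548 genes with an adjusted p under 0.05 for the female Amy, of which 259 were DEGs here. All 741 of its genes tested here had the sign given there. There were 159 DEGs without the library labelled female Amy THC FTL_344, 147 of them among those called with all libraries. Other single libraries moved the number by more than 1.5 times as well, to 1.3e+02 without vehicle library FTL_333, 60 without vehicle library FTL_335, 58 without THC library FTL_339, 74 without THC library FTL_340 and 56 without THC library FTL_342. The fit of all 4 groups of the Amy at once gave 126 DEGs, 119 of them among the same DEGs. When a score of amygdala marker genes of the cortex-like and hypothalamus-like nuclei was added to the fit as a covariate, the number of DEGs was 0, with 778 genes at an unadjusted p under 0.05. This score has r = 0.857 with treatment in the female Amy, so that fit cannot separate the 2. The DEGs with the smallest p-values were higher in all 6 THC libraries than in all 6 vehicle libraries. Ntng2, which encodes the synaptic adhesion protein netrin-G2, had 21.0 ± 2.23 CPM with THC and 11.1 ± 0.715 CPM with vehicle (SD, n = 6), a log2 fold change of 0.91 (standard error 0.08, edgeR adjusted p = 0.00014). Ccdc3 had 18.3 ± 1.88 against 8.22 ± 1.18 CPM, a log2 fold change of 1.15 (standard error 0.10, adjusted p = 0.00014). Smoc2 changed by 1.5 on the log2 scale (adjusted p = 0.00104), Gcnt2 by 0.71 (adjusted p = 0.00367) and Sidt1 by 0.46 (adjusted p = 0.00648).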

Of note, two core genes of the eCB system (Cnr1 and Dagla) are upregulated in the Amy (Fig. 2C). 

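Cnr1, on chromosome 4 from 33924593 to 33948831 (GRCm38), encodes the cannabinoid receptor CB1. Dagla, on chromosome 19 from 10245265 to 10304877, encodes a lipase that makes the endocannabinoid 2-arachidonoylglycerol. In the female Amy, Cnr1 was at 228 ± 22.6 CPM with THC and 167 ± 28.0 CPM with vehicle (SD, n = 6), a log2 fold change of 0.45 (standard error 0.11, edgeR adjusted p = 0.0438). Dagla was at 87.4 ± 11.2 against 65.0 ± 9.44 CPM, a log2 fold change of 0.43 (standard error 0.10, adjusted p = 0.0452). For each gene 5 of 6 THC libraries were above all vehicle libraries. Leaving out 1 library in turn kept the log2 fold change between 0.36 and 0.49 for Cnr1 and between 0.35 and 0.46 for Dagla, and the adjusted p stayed under 0.05 in 3 of the 12 fits for Cnr1 and in 2 for Dagla. Without the library labelled female Amy THC FTL_344 it was 0.079 for Cnr1 and 0.0862 for Dagla, and without THC library FTL_342 it was 0.116 and 0.119. With all 4 groups of the Amy in 1 fit the adjusted p of Cnr1 was 0.0502. Daglb, a paralog of Dagla, changed by 0.20 on the log2 scale (adjusted p = 0.041). Of the 14 listed endocannabinoid genes, 6 in the female Amy had an adjusted p under 0.05 when adjusted over the list alone and 3 when adjusted over all genes tested. In the male Amy, the log2 fold change was -0.03 for Cnr1 (172.7 ± 23.1 against 178 ± 27.2 CPM) and -0.07 for Dagla (70.7 ± 10.2 against 74.6 ± 8.42 CPM). The difference between the sexes did not pass the threshold (interaction log2 fold change -0.48, adjusted p = 0.256 for Cnr1 and -0.49, adjusted p = 0.235 for Dagla). In the female DMS both were lower with THC. Cnr1 had 232 ± 37.8 against 323 ± 63.8 CPM (log2 fold change -0.48, adjusted p = 0.332) and Dagla 80.7 ± 8.18 against 94.0 ± 7.68 CPM (log2 fold change -0.22, adjusted p = 0.315), and both passed when adjusted over the list alone (adjusted p = 0.0351 for each).

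**Figure D2:**
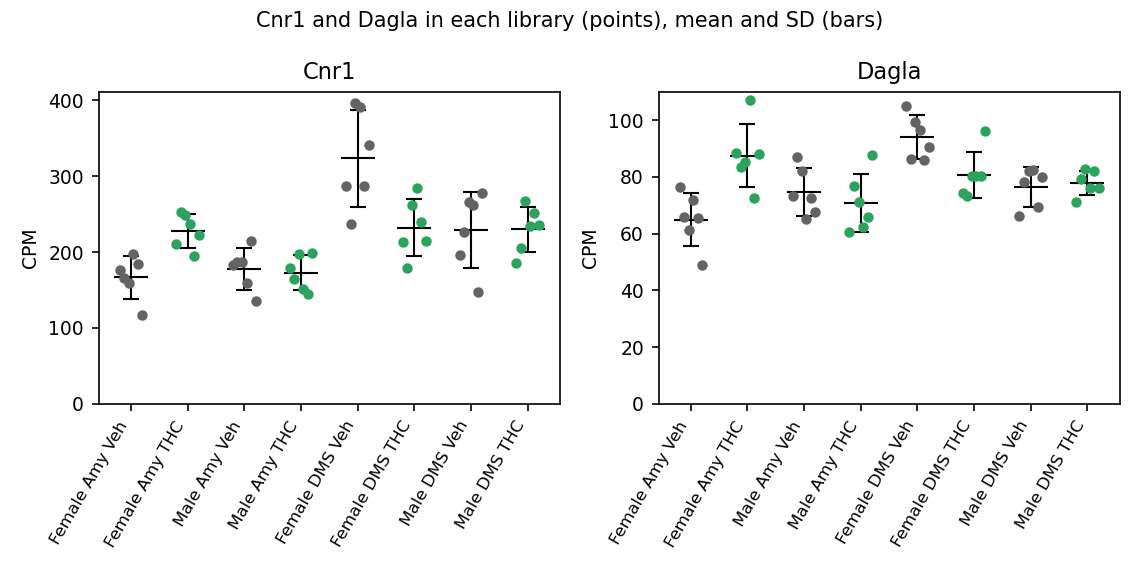
CPM of Cnr1 (left) and Dagla (right) in each library of the Amy and DMS, on linear axes from 0, with 1 point per library and bars for the mean and SD of 6 libraries per group. In the female Amy Cnr1 rises from 167 to 228 CPM with THC, in the female DMS it falls from 323 to 232 CPM, and the group named female Amy THC holds the library labelled female Amy THC FTL_344.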

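The genes that Table S2 lists for a pathway were taken from the paper and tested in the libraries. They are genes that the paper had called in the same libraries with DESeq2, so the DESeq2 numbers and the directions below follow in part from that choice. Table S2 lists 12 genes for opioid signaling in the female Amy, of which 6 were DEGs with edgeR and 12 with DESeq2. The corresponding numbers were 7 and 12 of 13 for morphine addiction, 4 and 10 of 10 for amphetamine addiction, 2 and 8 of 8 for cocaine addiction, and 17 and 27 of 28 for GPCR ligand binding. Of the 12 opioid signaling genes 9 were higher and 3 lower with THC, and the 28 genes of GPCR ligand binding were 14 higher and 14 lower. When the library labelled female Amy THC FTL_344 was left out, edgeR called 2 opioid signaling genes, 3 of morphine addiction, 1 of amphetamine addiction, 1 of cocaine addiction and 11 of GPCR ligand binding. In the female DMS the rows for opioid signaling and for amphetamine and cocaine addiction hold 1 gene, Pdyn, and the row for GPCR ligand binding holds Pdyn and P2ry1. Pdyn encodes the precursor of dynorphin peptides and P2ry1 a purinergic receptor. Pdyn had 109 ± 13.7 CPM with THC and 79.1 ± 14.2 CPM with vehicle (SD, n = 6), a log2 fold change of 0.46 (standard error 0.12, edgeR adjusted p = 0.281). P2ry1 had 18.8 ± 1.49 against 13.2 ± 3.20 CPM, a log2 fold change of 0.50 (standard error 0.13, adjusted p = 0.28). With DESeq2 the adjusted p was 0.0124 for Pdyn and 0.032 for P2ry1. In the female Amy they changed by 0.25 (adjusted p = 0.48) and 0.31 (adjusted p = 0.453). The female Amy rows of these shared pathways hold 44 different genes, and 0 of them are among the 2 of the female DMS rows.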

Pathway analysis (Table S2) showed overlapping pathways altered by THC in female Amy and DMS, including opioid signaling, addiction, and GPCR ligand binding (Fig. 2D). Moreover, DEGs in female Amy were also related to long-term potentiation, axon guidance, retrograde cannabinoid signaling, and translation (Fig. 2D). In contrast, DEGs in male NAc were involved in interferon signaling and ubiquitin-mediated proteolysis (Fig. 2D).

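Of the genes listed in Table S2 for these pathways, edgeR called 6 of 10 for long-term potentiation, 6 of 14 for axon guidance and 9 of 14 for retrograde cannabinoid signaling, and DESeq2 called 10, 14 and 14. The rows hold genes that the paper had called in the same libraries with DESeq2, so the latter numbers and the directions follow in part from that choice. Higher with THC were 9 of the 10, 12 of the 14 and 11 of the 14 genes. None of the 13 translation genes was called by edgeR, and DESeq2 called 12. All 13 were lower with THC, with log2 fold changes from -0.47 to -0.41. Without the library labelled female Amy THC FTL_344, edgeR called 1 gene of long-term potentiation, 3 of axon guidance and 2 of retrograde cannabinoid signaling. Over all 87 genes of ribosomal proteins tested in the female Amy the median log2 fold change was -0.35 and 0 were higher with THC. The set test camera, with a preset correlation between genes of 0.01, gave p = 2.31e-26 for these genes, whereas fry, which rotates the libraries, gave p = 0.0288 and camera with a correlation estimated from the data gave p = 0.129. Leaving out 1 library in turn moved the median between -0.39 and -0.23.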

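In Table S2 the rows for interferon signaling, interferon gamma signaling and ubiquitin-mediated proteolysis in the male NAc hold 1 gene, Mid1. Mid1 encodes an E3 ubiquitin ligase and lies on chromosome X from 169685199 to 170005736 (GRCm38), across the boundary of the pseudoautosomal region that X and Y share. It had 13.2 ± 2.19 CPM with THC and 9.53 ± 0.825 CPM with vehicle (SD, n = 6), a log2 fold change of 0.46 (standard error 0.11, edgeR adjusted p = 0.21). With DESeq2 the adjusted p was 0.0314. All but 1 of the THC libraries, 5 of 6, were above all vehicle libraries. The gene that heads the male NAc sheet of Table S1, Erdr1, is a gene of the pseudoautosomal region and had 15.7 ± 3.03 against 8.52 ± 2.20 CPM, a log2 fold change of 0.88 (standard error 0.16, adjusted p = 0.21, and 0.000675 with DESeq2). In the 4 other male regions the 2 genes were higher with THC as well, in 8 of 8 values. The sex x treatment interaction was 0.39 for Mid1 (adjusted p = 0.611) and 0.78 for Erdr1 (adjusted p = 0.545).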

**Fig. 2:**
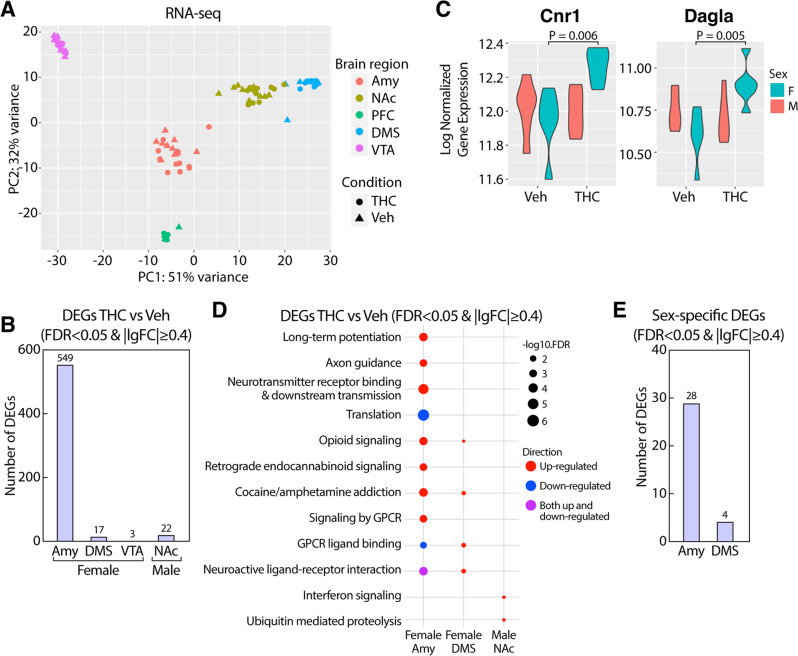
Adolescent THC exposure induced sex-specific transcriptional changes. **A** PCA visualization of male and female RNAseq samples across brain regions and treatment conditions. **B** Number of DEGs across brain regions and sexes within each sex and brain region. **C** Violin plots of Cnr1 and Dagla expression changes across sexes and brain regions. **D** Pathway enrichment for DEGs in female Amy, DMS, and male NAc. Dot color depicts the direction of regulation and dot size illustrates the significance. **E** Number of DEGs for treatment by sex interaction across brain regions in analyses including both sexes for each brain region.

To further explore the influence of sex on transcriptional responses to THC, we compared gene expression changes between males and females. At a statistical cutoff of FDR < 0.05 and absolute log fold change (logFC) ≥0.4, this analysis yielded significant sex x treatment interactions for DEGs in Amy (*n* = 28) and DMS (*n* = 4) (Figs. 2E,  S2D, E). 

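The sex x treatment interaction was tested with edgeR in 1 fit of the 4 groups of each region. The Amy gave 1 DEG and the other regions 0. At an unadjusted p under 0.05 there were 2675 genes in the Amy, 980 in the DMS, 965 in the PFC, 1845 in the NAc and 1040 in the VTA. DESeq2 gave 21 genes in the Amy, which do not include the edgeR gene, and 3 in the DMS. The gene called in the Amy was Tubb6, a tubulin gene on chromosome 18, with a log2 fold change of 2.32 in males relative to females (standard error 0.37, edgeR adjusted p = 0.0237). Its level was low, 0.329 ± 0.0799 CPM with THC and 0.725 ± 0.0571 CPM with vehicle in females, and 0.867 ± 0.240 against 0.399 ± 0.196 CPM in males (SD, n = 6 each). DESeq2 gives it no adjusted p. Without the library labelled female Amy THC FTL_344, which has the counts of a male, or without the library labelled male Amy THC FTL_356, which has those of a female, 2 genes were called. Without both the number was 0 and the adjusted p of Tubb6 was 0.0501. With DESeq2 and without both libraries, 4 genes were called.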

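In place of the rank-rank method, whose package was not used, each gene was given a score in each comparison. The score was the negative logarithm of its p-value with the sign of its log2 fold change. Spearman correlations of these scores across genes were computed between comparisons. They run across genes, which are not independent replicates, so each was set against 100 random splits of the same libraries, fitted with limma. Between females and males rho was -0.06 in the PFC, -0.04 in the DMS, -0.01 in the NAc and 0.12 in the VTA, and splits with a rho as large numbered 67, 78, 95 and 65 of 100. Of the 20 pairs of regions within a sex, 1 passed the limits that hold 95% of its splits. It was the PFC and NAc of females, with a rho of 0.20 (7 of 100 splits as far from 0). Its rho from limma was 0.1887 against a limit of 0.1871, and 1 of 20 is what such limits let pass by chance. The splits were drawn for each region on its own. They do not keep the regions of 1 mouse together, so these limits may differ from those of relabelled mice. Over the 20 pairs rho ranged from -0.29 to 0.32, with a median of -0.03. The highest was between the male Amy and VTA (11 of 100 splits as large).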

In agreement with DEG analysis, threshold-free RRHO2 [33] analysis showed minimal overlap in DEGs when we compared gene expression changes between most pairs of brain regions or between sexes (Fig. S3). Moreover, we observed opposing directions of transcriptional patterns between male and female Amy (Fig. S3F), which further support the sex x treatment interactions of DEG analysis (Fig. 2E).

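The Spearman correlation of the signed scores between the female and the male Amy was -0.28 over 15316 genes. Among 100 random splits of the libraries in each sex, 42 gave a rho as far from 0, and 95% of the splits lay between -0.53 and 0.46. With DESeq2 rho was -0.18. Without the libraries labelled female Amy THC FTL_344 and male Amy THC FTL_356 rho was -0.43, for which no splits were fitted.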

These results indicate that females and males responded differently to THC in a brain region-specific manner.

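No gene was a DEG in 2 of the 10 comparisons with edgeR. With DESeq2, Per2 was shared by the female PFC and DMS, Clspn and Cpne9 by the female DMS and Amy, and Rnd1, Tmie and Vxn by the female Amy and the male NAc. These genes were named after their values were seen. From the numbers of DEGs in each sex and region, the interaction tests and the directions compared between the sexes, the paper proposes that the response to THC differs between females and males and depends on the region.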

### Identification of gene coexpression networks correlated with THC treatment and cognitive traits

Genes usually do not act alone but work as a network to achieve a biological function by interacting in a signal transduction or metabolic pathway [34]. 

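Coexpression was computed from the same expected counts within each region and sex, over 12 libraries per group of 6 vehicle and 6 THC (11 in the male VTA). The package WGCNA was not used here. Genes were clustered by their correlation on log2 counts scaled by the size factors of DESeq2, which bring libraries to a common depth. The number of clusters for each region and sex was that of the modules in Table S3. It was 234 in all, from 14 in the female DMS to 36 in the male PFC. Clusters are therefore not the paper's modules. The value of a cluster is its first principal component, and its correlation with treatment was tested by permuting the libraries. The genes drawn for the paper's named modules were read by eye from Fig. 3, and these lists were tested in the same way.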

To better understand how THC impacts biological networks, we applied WGCNA [35], a gene network modeling approach, to identify groups of genes (modules) highly coexpressed or coregulated in response to THC treatment within each brain region in each sex (Table S3 and Fig. S4). We then performed trait-module correlation analysis using cognitive behavioral traits measured in each mouse (Table S4). This analysis identified 27 modules across different brain regions significantly correlated (*p* < 0.05) with THC treatment that we referred to as “THC-correlated modules” (Fig. 3A). 

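Of the 234 clusters, 25 were correlated with THC at an unadjusted p under 0.05. They were 6 of 19 in the female Amy, 2 of 14 in the female DMS, 2 of 20 in the female NAc, 1 of 21 in the female PFC, 4 of 34 in the female VTA, 7 of 28 in the male NAc and 3 of 19 in the male VTA. In the male DMS (19 clusters) and Amy (24 clusters) the number was 0, with smallest exact permutation p-values of 0.141 and 0.0974. Among 100 random splits of the libraries of a group, as many correlated clusters were found in 1 for the female Amy and 3 for the male NAc, and in 18, 23, 48 and 15 for the female DMS, NAc, PFC and VTA and 11 for the male VTA. The total was 22 with 15 clusters per group and 40 with 40 clusters. Without the library labelled male Amy THC FTL_356, 1 cluster of the male Amy was correlated, and without the library labelled female Amy THC FTL_344 the female number stayed at 6. In the male VTA the number ranged from 0 to 5 when 1 library was left out.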

While we did not observe any overlap between THC-correlated modules and those correlated with social preference, we identified five modules that simultaneously correlated with THC treatment and the memory traits (Fig. 3B and S5A, B). Therefore, we will refer to these modules as “cognitive modules”. The cognitive modules included female DMS *saddlebrown* (Fig. 3C), female VTA *bisque4* (Fig. 3D) and *lightsteelblue1* (Fig. 3E), and male NAc *orange* (Fig. 3F) and *darkgrey* (Fig. S5C). Pathway enrichment analysis showed that DMS *saddlebrown* module was related to the metabolism of the endogenous cannabinoid anandamide and cognitive disorders, such as Alzheimer’s disease (Fig. 3C). 

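Fig. 3C draws 32 genes for the saddlebrown module, Cnr1 among them, and all 32 passed the filter in the female DMS. Their first principal component held 84.2% of their variance, and its value was 3.98 ± 3.80 with vehicle and -3.98 ± 2.61 with THC (SD, n = 6). All 6 THC libraries were below all 6 vehicle libraries. Pearson's r with treatment was -0.80 (exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). The paper's r for the whole module is -0.804. All 32 genes were lower with THC, with a median log2 fold change of -0.19. Over all genes tested 0 of them were called, 29 had an unadjusted p under 0.05, and 29 passed 0.05 when adjusted over the list alone. Of 1000 random lists of 32 genes with similar levels, 1 had a correlation as large. The study chose this module for its correlation with THC in the same libraries, so neither the list-adjusted number nor the random lists are independent evidence.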

The VTA *bisque4* module was enriched in interferon signaling and purinergic receptor genes (Fig. 3D), and the VTA *lightsteelblue1* module was involved in non-neuronal differentiation processes (Fig. 3E). In contrast, genes related to synaptic transmission were enriched in the male NAc orange module (Fig. 3F), while no pathway enrichment was identified for the male NAc *darkgrey* module. 

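Fig. 3D draws 52 genes for bisque4, of which 42 passed the filter in the female VTA, and Fig. 3E draws 62 for lightsteelblue1, of which 45 passed. The value of bisque4 was 3.35 ± 3.23 with vehicle and -3.35 ± 6.45 with THC (SD, n = 6), with r = -0.58 against treatment (exact permutation test, p = 0.0433). For lightsteelblue1 it was 4.08 ± 6.42 and -4.08 ± 3.53, with r = -0.65 (exact permutation test, p = 0.0216). In each, 4 of 6 THC libraries were below all vehicle libraries. The paper gives -0.584329 and -0.653323 for the whole modules. The values here are the same to the last digit, so they repeat those of the paper and are no separate result. All tested genes of both were lower with THC, with median log2 fold changes of -0.18 and -0.15. No gene was called over all genes tested, while 8 genes of bisque4 and 20 of lightsteelblue1 had an unadjusted p under 0.05, and 1 and 4 passed when adjusted over the list alone. The module values used all 52 and 62 drawn genes, those below the filter among them. Random lists matched only the 42 and 45 genes that passed, so the comparison is not of like lists. Of 1000 such lists, 224 had a correlation as large for bisque4 and 51 for lightsteelblue1.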

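All 56 genes drawn for the orange module in Fig. 3F passed the filter in the male NAc, and their first principal component held 95.3% of their variance. The figure draws only the strongest edges of this large module, so the genes were chosen for their coexpression and are part of the module. Its value was 4.18 ± 5.98 with vehicle and -4.18 ± 6.30 with THC (SD, n = 6), and 3 of 6 THC libraries were below all vehicle libraries. Pearson's r with treatment was -0.60 (exact permutation test, p = 0.0433), and the paper gives -0.625. All 56 genes were lower with THC, with a median log2 fold change of -0.38. None was called and 44 had an unadjusted p under 0.05, but 0 passed when adjusted over the list alone. Of 1000 random lists of 56 genes with similar levels, 779 had a correlation as large, with a median absolute r of 0.64.

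**Figure D3:**
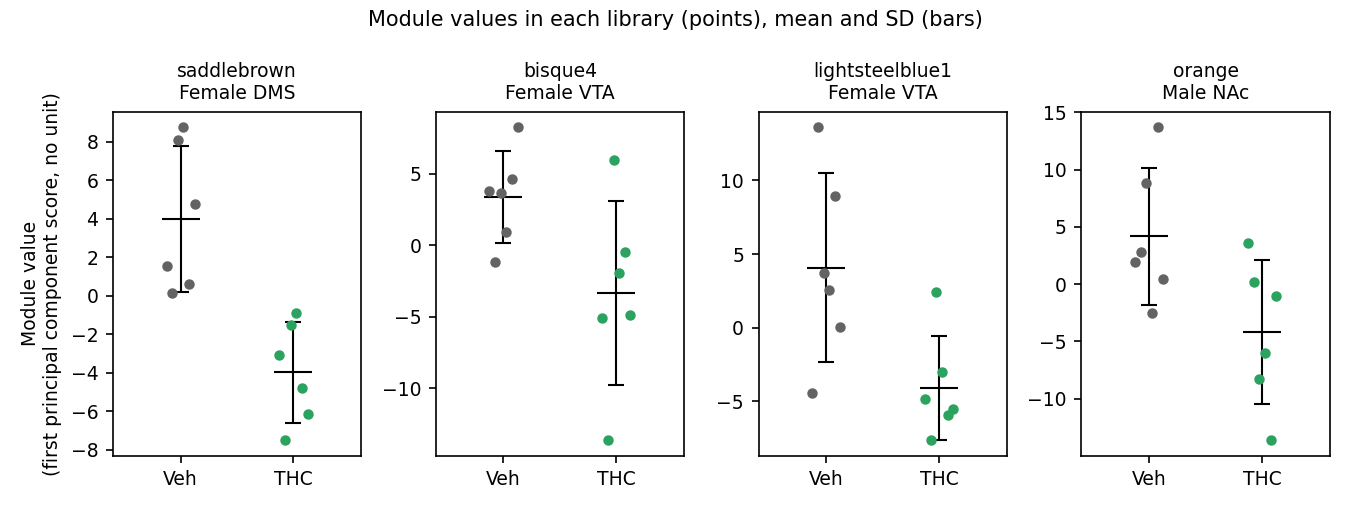
Value of each module, the first principal component of its drawn genes without a unit, in each library of its region and sex, with 1 point per library and bars for the mean and SD of 6 libraries per group on an axis of its own for each module. With THC the 6 libraries lie below all vehicle libraries for saddlebrown, 4 of 6 for bisque4 and lightsteelblue1, and 3 of 6 for orange.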

Notably, only female-specific modules showed a positive correlation with memory traits but a negative correlation with THC treatment (Fig. 3B). This observation suggests that the female cognitive modules regulate memory formation but are disrupted by THC treatment, reflecting the behavioral deficits observed in female mice. In contrast, the male NAc *darkgrey* showed positive correlations with both THC and memory traits but *orange* showed a negative correlation with both THC and memory traits (Fig. 3B), suggesting that the relationship between THC treatment and memory is more complex in males.

**Fig. 3:**
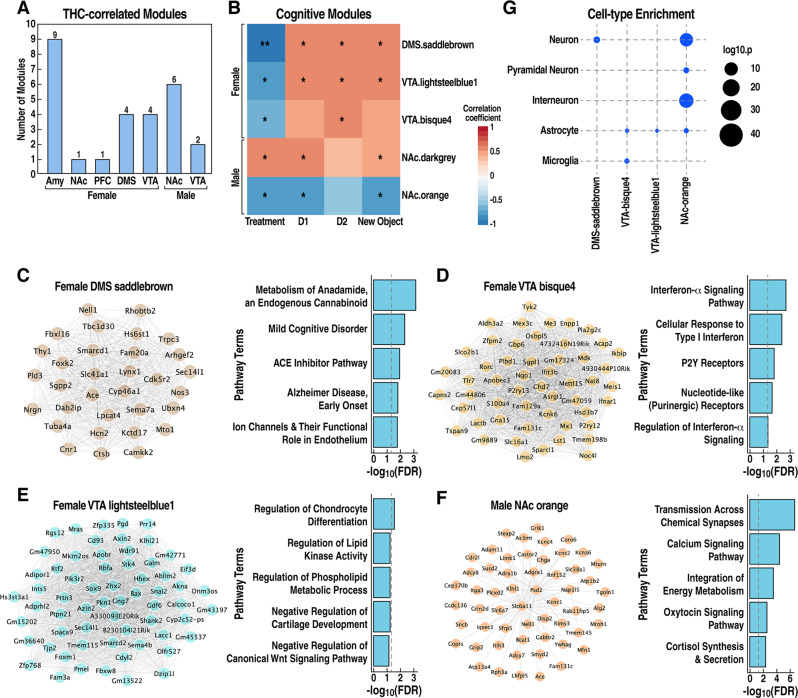
Characterization of cognitive modules correlated with THC treatment and mouse recognition memory. **A** The number of coexpression modules significantly correlated with THC treatment (*p* < 0.05). **B** Heatmap of cognitive modules correlated with THC treatment and recognition memory. Color depicts the correlation coefficient with THC or memory traits. *p < 0.05; **p < 0.01; ***p < 0.001. **C**–**F** Visualization of cognitive module networks and pathway annotations. The edges denote positive correlations between pairs of genes. Only the top 100 edges based on topological overlap weight were visualized due to the large size of the male NAc orange module. **G** Cell type marker gene enrichment of cognitive modules.

To identify the cell types that might contribute to the formation of cognitive modules, we performed cell-type marker enrichment analysis. In support of the pathway analysis, neuronal markers were enriched in the female DMS *saddlebrown* module and male NAc *orange* module, while markers of astrocytes and microglia were enriched in the female VTA *bisque4* and *lightsteelblue1* modules (Fig. 3G).

We found that THC-correlated modules and DEGs only partially overlapped (Fig. S6), indicating that network analysis captures additional information about THC transcriptional responses that go beyond changes in individual DEGs.

Overall, these results revealed that the effect of THC on memory is correlated with the regulation of sex- and brain region-specific gene coexpression modules.

### Cross-brain region module–module interactions affected by THC

During adolescence, dynamic changes in the eCB coincide with the remodeling of circuit connectivity within and between brain regions, including corticolimbic structures [36–38]. To better understand the impact of THC on cross-brain gene coexpression networks in the female and male brains, we analyzed the correlations between modules within and between brain regions. This analysis identified numerous “THC-interconnected modules” that we define as those significantly correlated with THC-correlated modules in the same region or across brain regions with correlation coefficient |r | >0.5 and *p* < 0.05 in females (Fig. 4A) and males (Fig. 4B). These modules likely reflect gene networks indirectly influenced by THC. Many THC-interconnected modules were also correlated with memory traits (colored nodes in Fig. 4A, B). As shown by the Sankey diagrams in Fig. 4C, D, positive and negative correlations were relatively balanced across brain regions in both sexes. In females, higher levels of connectivity were observed between Amy-Amy modules, followed by Amy-VTA, VTA-VTA, DMS-DMS, and Amy-DMS (Fig. 4E). In males, higher levels of connectivity were observed between NAc-NAc, followed by NAc-VTA, NAc-PFC, VTA-NAc, and VTA-VTA (Fig. 4F).

**Fig. 4:**
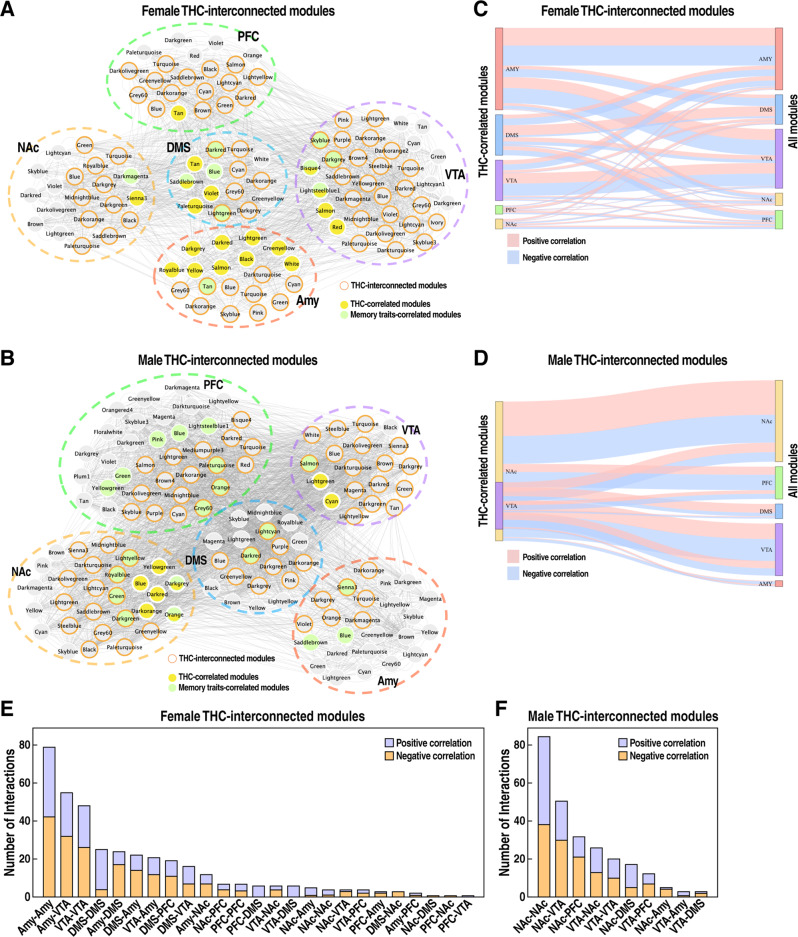
Construction of THC-interconnected module map reveals potential intra- or inter-region molecular circuitries disrupted by THC. **A**, **B** Visualization of female (**A**) and male (**B**) THC-interconnected modules, which are correlated with THC-correlated modules, with correlation coefficient |r | > 0.5 and *p* < 0.05. Nodes with filled colors denote modules correlated with THC or memory traits. Nodes with orange borderline depict THC-interconnected modules. **C**, **D** Sankey plots of female (**C**) and male (**D**) THC-correlated module interactions. Link widths illustrate the number of connections (i.e. module-module correlation with a *p*-value < 0.05 and correlation coefficient |r | > 0.5) between modules of the two corresponding brain regions. Link colors denote the direction of correlation, with red indicating positive correlation and blue denoting negative correlation. **E**, **F** The number of intermodular interactions in THC-interconnected modules in females (**E**) and males (**F**). The color indicates the direction of correlation, with red indicating positive correlation and blue denoting negative correlation.

These findings suggest that adolescent exposure to THC leads to changes in molecular circuitries across different brain regions in a sex-specific manner.

### Associations between coexpression modules altered by THC and human cannabis use disorder

Recent GWAS have started to identify genetic variants associated with CUD [39]. To gain further insights into the genes, coexpression networks, and pathways associated with CUD, we applied the Mergeomic pipeline [31, 40] to integrate the human CUD GWAS signals with THC-correlated gene coexpression networks for each brain region and sex in mice (Fig. 5A). We defined “CUD-associated modules” as those enriched in CUD-associated genes informed by human GWAS (Table S5). There was no overlap between CUD-associated modules and THC-correlated modules in females or minimal overlap (11%, 2 modules) in males (Fig. 5B). In contrast, the overlap increased to 81.8% (9 modules) in females and 55.7% (11 modules) in males when we included THC-interconnected modules in the analysis (Fig. 5C). These results suggest that CUD-associated modules are likely indirectly affected by THC.

**Fig. 5:**
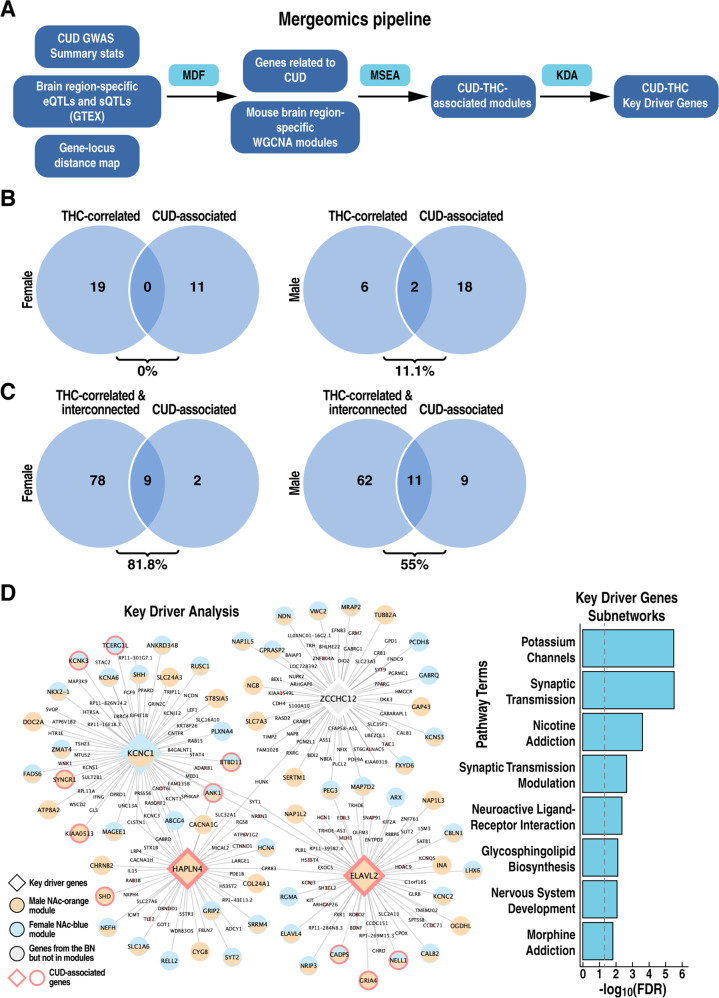
Association of THC-related modules with human CUD. **A** Schematic of Mergeomics pipeline. MDF marker dependency filtering, MSEA marker set enrichment analysis, KDA key driver analysis. **B** Overlap (%) between CUD-associated modules and THC-correlated modules (**C**) or between CUD-associated modules and both THC-correlated and interconnected modules (**D**). The overlap (%) is calculated as the number of overlapping modules divided by the total number of CUD-associated modules. **D** Visualization of Bayesian network shared by CUD-associated modules in female and male NAc. Key driver genes are represented by large size diamond nodes. Orange, blue, and grey nodes denote genes (male NAc orange module, genes in female NAc blue module, and genes in the BN but not in the two aforementioned modules, respectively. CUD-associated genes identified by Mergeomics using loci with *p* < 0.001 from the Johnson et al. [11] CUD GWAS are labeled with red borderline. The bar plot depicts pathway enrichment of the genes in the CUD subnetwork. BN, Bayesian network.

To predict potential key regulators of CUD-associated networks, we performed key driver (KD) analysis using tissue-specific Bayesian networks that infer causal relationships between genes and that were constructed using independent human and mouse data [40]. We identified top KD regulators of gene coexpression networks associated with THC and CUD (overlapping modules in Fig. 5C) in males and females (Table S6). 

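The NAc genes used here are the 56 drawn in Fig. 3F for the orange module of males and the 43 drawn in Fig. 5D for the blue module of females, with 6 in both. Hapln4, Kcnc1, Elavl2 and Zcchc12 were each correlated with the value of these lists over the 12 NAc libraries of a sex, which makes 8 relations whose p-values were adjusted together. In males, Kcnc1 had Pearson's r = 0.970 (permutation test, adjusted p = 4e-05) and Spearman's rho = 0.965 (adjusted p = 8e-05), Hapln4 0.915 (0.00016) and 0.797 (0.0055), and Elavl2 0.883 (0.00016) and 0.853 (0.00163). Without the 2 libraries whose list value was farthest from its median, r was 0.928, 0.803 and 0.760. In females the coefficients were 0.966 (4e-05) and 0.951 (8e-05) for Kcnc1, 0.725 (0.014) and 0.734 (0.0127) for Hapln4, and 0.826 (0.00227) and 0.755 (0.00998) for Elavl2, and r without the 2 farthest libraries was 0.986, 0.590 and 0.726. Zcchc12 did not pass in either sex, with r = 0.436 (adjusted p = 0.157) in males and 0.514 (adjusted p = 0.0998) in females. Kcnc1 is drawn in both lists and was taken out of them for its own coefficients. Both modules were built from coexpression in the same libraries, so the coefficients of Kcnc1 follow in part from its being drawn. No random genes were correlated with the lists for comparison. Within treatment groups r in males was 0.958 for Kcnc1, 0.865 for Hapln4, 0.832 for Elavl2 and 0.351 for Zcchc12. In females it was 0.965 for Kcnc1, 0.723 for Hapln4, 0.820 for Elavl2 and 0.666 for Zcchc12. With THC in the male NAc, Hapln4 changed by -0.77 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.259), Kcnc1 by -0.26 (adjusted p = 0.268), Elavl2 by -0.47 (adjusted p = 0.304) and Zcchc12 by -0.06 (adjusted p = 0.646). In the female NAc the changes were 0.17, 0.07, 0.14 and -0.09. The difference between the sexes had an adjusted p of 0.385 for Hapln4, 0.472 for Kcnc1, 0.466 for Elavl2 and 0.913 for Zcchc12.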

While most KD genes showed brain region- and sex-specificity, four KD genes (*Hapln4, Kcnc1, Elavl2, Zcchc12*, Fig. 5D*)* were shared in NAc between the male *orange* module and the female *blue* module (Fig. 5D*)*, suggesting a common regulatory mechanism linked to CUD. These two modules significantly overlapped with each other, suggesting a conserved mechanism between sexes (Fig. S7). Among these genes, two encode for membrane proteins involved in the modulation of synaptic plasticity. KNCN1 is a voltage-gated potassium channel [41], and HAPLN4 is a component of the perineuronal net [42]. The other two KDs encode proteins involved in transcriptional regulation. ELAVL2 is an RNA-binding protein involved in splicing in neuronal development [43], and ZCCHC12 is a neuronal transcriptional coactivator [44]. Of note, two KD genes, *Hapln4* and *Elavl2*, were also identified as CUD-associated genes. The pathways analysis of the four KD-associated subnetworks shared between males and females revealed that they regulate genes implicated in addiction processes, neurotransmission, brain development, and lipid metabolism (Fig. 5D).

This integrative genomic analysis identified a connection between genes and pathways altered by THC and associated with CUD vulnerability.

## Discussion

Our work provides the first comprehensive, tissue- and sex-specific view of molecular processes perturbed by adolescent THC treatment in mice and linked to CUD in humans (Fig. S8). We identified gene coexpression networks disrupted by THC in specific brain regions and correlated to memory deficits induced by THC in a sex-specific manner. In addition, we identified key regulators that orchestrate brain region-specific transcriptional subnetworks linked to adolescent exposure to THC and CUD vulnerability.

In line with previous reports in rodent models [28, 45–51], our behavioral analysis demonstrated that adolescent exposure to THC in mice led to long-term impairments in object recognition memory and social interaction, but not in anxiety-like behaviors. Our study also showed sex differences in the effects of THC on recognition memory, which was impaired more in females compared to male mice. Although previous preclinical studies have not examined the influence of sex on the effects of THC on memory, female rats have been reported to be more susceptible than males to the effects of THC on locomotor activity, nociception, and reward processes [52–56]. In addition, clinical studies showed that females are more sensitive to the harmful effects of THC on spatial memory [57–61].

In agreement with the sexual dimorphism observed for the behavioral effects of THC, we also reported sex differences in gene expression patterns in response to THC. First, female mice showed a larger number of DEGs across different brain regions compared to males. Secondly, when we conducted a statistical analysis that explicitly tested for sex differences in DEGs, we found significant sex x treatment interaction in Amy, and DMS, suggesting that females and males respond differently to THC. Lastly, the RRHO2 analyses further suggest differential responses to THC. These results are new, as prior research on the transcriptional effects of adolescent exposure to THC has focused only on male rats [26, 27]. Miller et al reported that adolescent exposure to THC in male rats was associated with gene expression changes related to cytoskeleton and chromatin regulation in the PFC [26]. In contrast, we did not identify any DEGs or THC-correlated modules in the male PFC in mice. 

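In the male PFC edgeR called 0 genes, and 648 had an unadjusted p under 0.05. DESeq2 called 0 as well. Of its 36 coexpression clusters 0 were correlated with THC, and the smallest exact permutation p was 0.121. The depth of these libraries was even between the groups.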

Between-species differences or different statistical thresholds in DEG analysis may explain the discrepancy.

Which brain region drives distinct behavioral abnormalities induced by adolescent exposure to THC is not entirely known. Our work, for the first time, simultaneously investigated five brain regions. Our results indicated an extensive brain region specificity in the genes and networks altered by THC. Amy and NAc may be sites of particular importance as they were associated with the largest number of DEGs in females and males, respectively. In line with these findings, brain morphological studies of human cannabis users have shown that marijuana use may be associated with disrupting the neural organization of the Amy and NAc [62]. In particular, previous studies have documented that female teenagers who use marijuana are more susceptible than males to structural abnormalities of the Amy, which were correlated with worse internalizing symptoms [63]. Consistent with these observations, animal studies also reported perturbation of synaptic transmission in the Amy and NAc following administration of exogenous cannabinoids [64, 65], which is in line with our observation that eCB genes (*Cnr1* and *Dagla*) are upregulated in the female Amy.

Moreover, our gene co-expression analysis also identified specific brain regions linked to memory traits in mice. Specifically, the disruption of female cognitive modules in DMS (*saddlebrown*, enriched for eCB-related pathways) and VTA (*bisque4* and *lightsteelblue1*, enriched for immune and non-neuronal differentiation pathways) was correlated with the deficits in recognition memory observed in female mice. These results suggest that adolescent exposure to THC alters the eCB system. In fact, the eCB signaling plays an essential role in learning and memory processes that engage the DMS in encoding habit-related memories [66–68]. Moreover, previous reports have shown that astrocytes play a role in mediating the effects of repetitive exposure to cannabinoids [46, 69], including astrogliosis in the VTA [70].

Our multiple brain region studies also allowed us to uniquely infer network connections within and between brain regions. The THC-interconnected modules are likely indirectly influenced by THC, as inferred from the module-module interaction network. We speculate that the inter-region interaction network could predict how THC directly affects one brain region that then cascades down to other brain regions. For example, our analysis suggests that adolescent exposure to THC alters neural circuits that connect Amy with VTA and DMS in females and neural circuits that connect NAc with VTA and PFC in males. Future experiments perturbing the THC modules using animal models will be necessary to validate these predictions.

Cannabis use disorder has a strong genetic component and is influenced by other environmental factors, including social and developmental vulnerability. For example, early initiation age in adolescence and a high frequency of cannabis use increase the risk of CUD [10]. Our integrative genomic analysis identified CUD-THC subnetworks and potential causal regulators, including four KD genes (*Hapln4, Kcnc1, Elavl2, Zcchc12)* shared between male and female NAc and implicated in addiction processes, synaptic transmission, brain development, and lipid metabolism. However, the involvement of these genes in CUD has not been explored before, and follow-up studies will be needed to confirm the role of the key driver genes in mediating THC effects on CUD in vivo.

Our results should be considered in light of certain limitations. First, we focus on correlating transcriptomic changes that occur in late adolescence with behaviors measured at the same time in one specific mouse strain. The advantage of this approach is that it can capture gene expression changes associated with a history of early adolescent exposure to THC. However, it cannot directly assess the transcriptional and behavioral changes occurring while the drug is onboard. The second limitation of our study is that we focus on cognitive behaviors, such as recognition memory and social interaction. Still, other behaviors are likely to be influenced by THC, including addiction-like phenotypes. However, it is important to note that the addictive properties of THC are not well modeled in mice. Thirdly, our study is limited to 5 brain regions and can miss other additional gene regulatory networks. Thus, it would be important to expand this study to other brain regions, such as the hippocampus, given its critical role in recognition memory. Lastly, we cannot exclude that mechanisms other than gene expression changes contribute to sex-specific THC-related behaviors. For example, sex-specific hormonal changes [71] or pharmacokinetic factors [72] during adolescence and the differential density of cannabinoid receptors in the female and male brain [73] could contribute to the sex differences observed in our study. Our findings open numerous new hypotheses that warrant future experimental validation.

In summary, our study is the first to integrate gene expression profiles, GWAS, and network modeling to reveal comprehensive sex- and brain region-specific view of biological processes and regulators influenced by cannabis use and linked to CUD vulnerability.

## Supplementary information

Supplementary Methods & Materials

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary figures

# Supplementary material for: Chronic adolescent exposure to cannabis in mice leads to sex-biased changes in gene expression networks across brain regions
**Source:** Neuropsychopharmacology. 2022 Aug 22;47(12):2071–80. doi: 10.1038/s41386-022-01413-2
**Supplement:** Supplementary file 1 — Supplementary Methods & Materials

**Chronic adolescent exposure to cannabis in mice leads to sex-biased changes in gene expression networks across brain regions.**

**Supplementary Methods and Materials**

**Animals**

C57BL/6NCrl male (n=24) and female (n=24) mice were purchased from Charles River (Strain Code: 027). Mice were housed (3-4 per cage) under a 12h light/12h dark cycle and provided with food and water ad libitum. All experimental procedures were approved by the institutional animal care and use committee at the University of California, San Diego.

**Drug treatment protocol and experimental design**

THC was provided by the U.S. National Institute on Drug Abuse and was dissolved in a vehicle solution consisting of ethanol, tween, and 0.9% saline (1:1:18) on the day of administration. As shown in Fig. 1A, our experimental design covers different developmental periods, including early adolescence (5-7 weeks), late adolescence (8-11 weeks), and up to young adulthood (~ 12 weeks) in rodents[^1–4^](https://paperpile.com/c/a3tqrV/EDqJS+14qoc+VrRgk+78xza). Specifically, we administered vehicle or THC (10 mg/kg) daily to mice by intraperitoneal injections in the early adolescent period, from postnatal day (PND) 28 to PND 48 (week 5-7), as previously reported[^5,6^](https://paperpile.com/c/a3tqrV/LufVR+ZNjv1). ​​In our previous study, we used the same drug treatment protocol and showed that after daily injections of 10mg/kg THC for three weeks starting at PND 48 (5 weeks old), the plasma concentration of THC was 5-6 ng/ml one day after the last injection. Although less is known about plasma THC concentration in adolescent users, these results are consistent with previous studies in chronic frequent adult cannabis smokers, which reported THC in plasma with a median ≥5.0 ng/ml up to 3 days of abstinence [^7–9^](https://paperpile.com/c/a3tqrV/Pylqu+wEg5V+G1zYw). Whereas there is a large variability in the amount of THC in cannabis used by humans, the dosage used in the current study likely represents heavy use[^7–9^](https://paperpile.com/c/a3tqrV/Pylqu+wEg5V+G1zYw).

To study the behavioral effects of adolescent exposure to THC, we tested 2 groups of mice for behavioral assays (n = 24 mice/group) two weeks after the last THC or vehicle injection, starting at PND 63 (week 10). Behavioral assays were conducted on separate days, and all behavioral tests were performed once on each mouse. The order of behavioral assays was elevated plus maze, 6 different object test, and social interaction test. The behavioral apparatus was cleaned in between mice to prevent bias due to olfactory cues. Bodyweight (g) was measured through the course of the drug administration protocol and when each behavioral assay began. Two days after the last behavioral assay(week 12), brains from one group (n = 24 mice) were collected in dry ice and stored at -80^o^C before dissections and molecular analysis.

**Elevated Plus-Maze (EPM) Test**

The EPM was performed as described in Iemolo et al.[^10^](https://paperpile.com/c/a3tqrV/YdZM5). Briefly, mice were placed individually in the center of the maze for a 5-min period. The percent of total arm time [i.e.,100 × open arm/(open arm + closed arm)] was measured and used as an index of anxiety-related behavior[^11^](https://paperpile.com/c/a3tqrV/35GFT).

**Six different objects test (6-DOT)**

We used the 6-DOT (Fig. S1A) to study recognition memory in mice, as previously described[^6^](https://paperpile.com/c/a3tqrV/ZNjv1) with minor modifications. Mice were left free to explore an empty arena during a 10 min habituation trial (T1). Afterward, mice were exposed to six different objects for 10 min (familiarization trial, T2). After 24 hours, mice were exposed for 5 min to 5 familiar objects and a novel object (test trial, T3). The exploration time for each trial was measured with Anymaze (Ugo Basile, Varese, Italy). Absolute discrimination index D1 = (time spent exploring novel object – average time spent exploring familiar objects), and a relative discrimination index D2 = [(time spent exploring novel object – average time spent exploring familiar objects) / Total time spent exploring novel + familiar objects]. The D2 index also takes into account differences in exploration time between mice[^12^](https://paperpile.com/c/a3tqrV/xq5un). The discrimination indexes were used as measures of recognition memory. A longer time spent exploring the novel object is also interpreted as a sign of memory reconsolidation[^13^](https://paperpile.com/c/a3tqrV/i7gdx) or novelty-seeking behavior[^14^](https://paperpile.com/c/a3tqrV/ZMO6r). During the habituation trial, total distance traveled (m) was measured to assess basal locomotor activity.

**Three-chamber social approach test**

The three-chamber social approach test was performed as previously described[^6^](https://paperpile.com/c/a3tqrV/ZNjv1). The target mouse was first placed in the center chamber and allowed to explore the apparatus for 15 min. After introducing the novel mouse and the novel object in the side chambers, the mouse was allowed to explore for 10 min. The novel mouse or novel object placement in the left or right chambers was systematically alternated between trials. The time spent actively sniffing the novel mouse or the novel object was manually scored. A longer time exploring the novel mouse versus the novel object was considered an index of sociability. Social preference was calculated as [(Time sniffing novel mouse/(total time sniffing novel mouse and novel object))*100].

**Statistical analysis of behavioral measures.**

To evaluate how factors (treatment, sex) influenced mice behavior, we used linear mixed models (LMM) in JMP pro v. 16.0 (SAS Institute, Inc). LMMs allow both fixed and random effects, which include repeated measures[^15^](https://paperpile.com/c/a3tqrV/rFfzo). We modeled the categorical predictor variables for the overall effect of treatment and sex, and we included sex x treatment interaction to study sex-specific effects. We used mouse cohorts and individual subjects as random effects (when appropriate) to account for possible non-independence of the data. Tukey HSD post hoc pairwise comparisons identified differences among specific groups. A p < 0.05 was considered significant. Outliers were detected using the Huber M-estimation method[^16^](https://paperpile.com/c/a3tqrV/HSiAi) in JMP pro 16.0 and removed when appropriate (*n* = 1 in absolute discrimination index D1 and *n* = 1 in social preference).

**Brain punching**

Brains were sliced on a cryostat, and 5 brain regions were collected using 1-2mm punches, starting at the following bregma coordinates: +2.68 (PFC), 1.78 (NAc), 1.10 (DMS), -1.34 (Amy), and -2.92 (VTA), for a total of 120 samples.

**RNA extraction**

Brain punches (n = 120) were homogenized in Trizol Reagent (Invitrogen, Cat, num. 15596018) and Zirconium Beads RNase Free (Next Advance, Cat. num. ZrOB05-RNA 0.5mm) using the Bullet Blender Blue (Next Advance, Model. num. BBX24B) at speed 6 for 1 min. RNA was then purified using the Direct-Zol kit (Zymo, Cat. num. R2052). RNA quality was assessed using the Agilent 2200 TapeStation system and samples with RIN above 7.5 were used for library preparations. One sample for a VTA vehicle-treated male mouse with low RIN was excluded.

**RNA-seq library preparations**

An average of 200ng of RNA was used for each sample. Each brain region from each mouse was sequenced as a separate sample. The NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Cat. No. E7490L) and the NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs, Cat. No. E7760S) were used following the manufacturer’s instructions. A total of 119 libraries were sequenced on the Illumina NovaSeq 6000 system (2 x 100 bp reads), which generated an average of 27.7 million reads/sample.

**RNA-seq raw data processing and identification of differentially expressed genes (DEGs)**

Raw sequencing reads were cleaned to remove adapter sequences and low-quality sequences using cutadapt v2.9[^17^](https://paperpile.com/c/a3tqrV/dbLmb) with the paired-end trimming mode and the minimum 18-base setting. The cleaned reads were aligned to the mouse genome (*mm10*) using STAR v2.7.3a[^18^](https://paperpile.com/c/a3tqrV/zDUj0) following ENCODE parameters (<https://github.com/ENCODE-DCC/long-rna-seq-pipeline/blob/master/DAC/STAR_RSEM.sh>), which generated an average of 80% alignment rate. The aligned reads were quantified at the gene level using RSEM v1.3.1[^19^](https://paperpile.com/c/a3tqrV/s2Oya). 

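RSEM gives each gene an expected count, the sum over its transcripts of the share of each read assigned to them, so reads that fit a gene and its paralogs or pseudogenes are divided by an estimate and not discarded. Genes are listed by symbol, and 53292 of the 55291 symbols (96.4%) are gene names of GENCODE M21. The lowest chi-square per degree of freedom between the counts of 2 replicates of a group was 2.87, above the 1 that counting noise alone would give, which excludes 1 library sequenced again as another of its group but not 2 libraries made from the same RNA. Libraries of different groups were not compared in this way.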

Principal component analysis (PCA), Cook’s distance, and hierarchical clustering were used to detect potential sample outliers. 

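The mean counts that Table S1 gives for the male VTA differed from those of all 11 male VTA libraries by a median of 3.52e-05% per gene. Leaving out 1 of the 11 raised the difference to between 0.802% and 25.6%, so the male VTA comparison of Table S1 holds all 11 libraries. All 11 were used here.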

One sample from male VTA was detected and removed from further analysis. The quantified gene-level counts were analyzed with DESeq2 v1.28.1[^20^](https://paperpile.com/c/a3tqrV/PUSZq) for differential gene expression analysis by comparing the THC- versus vehicle-treated groups for each brain region and sex. Significant DEGs were identified using FDR <5% and absolute log (fold change) ≥ 0.4 as the cutoff. To identify sex x THC treatment interaction DEGs, we performed DEG analysis using the following formula for each brain region: gene expression ~ sex+treatment+sex:treatment. Significant sex:treatment interaction DEGs were identified using FDR < 5% and absolute log (fold change) ≥ 0.4 as the cutoff.

**Rank Rank Hypergeometric Overlap (RRHO) Analysis**

To assess consistency or disagreement in the gene expression changes induced by THC between brain regions within each sex, or between males and females for each brain region, we performed RRHO analysis using the RRHO2 R package[^21^](https://paperpile.com/c/a3tqrV/HBC7J). RRHO analysis detects the overlap of transcriptional profile change in the same or opposite directions between two datasets using a threshold-free approach. Full differential expression signatures were used to generate a ranking score based on the following formula: score = - log10(P-value) * sign(log2FoldChange). Alignment of DEG signature between each pair of brain regions was examined in males and females, respectively. A comparison of DEG signature alignment between sexes for each brain region was also conducted. RRHO heatmaps were generated for each comparison using the RRHO2_heatmap function in the RRHO2 R package.

**Weighted gene coexpression network analysis (WGCNA)**

RNA-seq data was normalized with DEseq2 median of ratios normalization and then log-transformed, and genes with a standard deviation larger than 0 were chosen for WGCNA analysis. The WGCNA R package was used to generate ten signed coexpression networks for the PFC, NAc, DMS, Amy, and VTA for males and females separately [^22^](https://paperpile.com/c/a3tqrV/eGca5). An adjacency matrix was generated to capture pair-wise correlation relationships in terms of biweight midcorrelation between genes, using dataset-specific soft power for the best fit of a scale-free topology. A topological overlap measure (TOM) matrix was then calculated based on the adjacency matrix to measure the relative interconnectedness between each pair of genes. Next, a gene dendrogram was built using the flashClust function based on hierarchical clustering. Branches of the dendrogram correspond to clusters of positively correlated genes, which are termed modules. The cutreeDynamic function based on a branch-cutting algorithm were used to identify modules using the following parameters: method=hybrid, minModuleSize = 30, pamStage = F, pamRespectsDendro = T. DeepSplit and cutHeight value were chosen on a per-network basis to optimize module detection. After module detection, module eigengenes (MEs) were calculated as the first principle component of genes in a module to summarize each module’s expression profile. Modules with ME correlation higher than 0.85 were considered highly similar modules and merged using the mergeCloseModules function. To examine the similarity of each gene’s expression profile with its module’s ME, biweight midcorrelation to the ME was calculated for each gene as its module membership score. In each module, hub genes were defined as genes with an intramodular connectivity score among the top 10% in the module and a gene module membership score higher than 0.8. To identify module-trait associations, Pearson correlations between module MEs and treatment, social preference score, object discrimination indexes D1 and D2, and new object interaction time were calculated. Modules with significant correlation (p < 0.05) with one or more traits were used for weighted key driver analysis to identify key driver genes in a Bayesian network, as described below in Weighted Key Driver Analysis (wKDA).

To examine module conservation between sexes, module membership overlap analysis was performed. Module membership overlap score was calculated as Fisher exact test-based enrichment p-values using the overlapTable function.

**Pathway annotation of DEGs, WGCNA coexpression modules, and subnetworks**

Pathway annotation for the DEG sets and WGCNA modules from individual brain regions was performed using the enrichR R package[^23^](https://paperpile.com/c/a3tqrV/Tcrhr). Databases including KEGG, Reactome, GO Biological Process, BioCarta, and WikiPathways from enrichR’s database library were used for DEG pathway, WGCNA module, and subnetwork annotations. Pathway enrichment was calculated based on the deviation from the expected rank for terms, and P-values were adjusted for multiple testing corrections using Benjamini-Hochberg correction. Adjusted P values of 0.05 were considered significant.

**DEG and cell type marker enrichment in WGCNA modules**

To explore the potential cell type source for the cognitive modules, we performed cell type enrichment analysis following a method described by Werling and coauthors[^24^](https://paperpile.com/c/a3tqrV/FZRAd). This method uses a curated list of cell type-specific expression markers obtained from both microarray studies of sorted cell types and single-cell studies of mouse and human brains, including pyramidal neurons, interneurons, oligodendrocytes, microglia, activated microglia, astrocytes, mural cells, endothelial cells, and ependymal cells.

Between each cell type marker set and each WGCNA module, a fold enrichment score and enrichment p-values were calculated using the phyper R function. All the genes expressed in the same brain region from the RNA-seq data were used as the background. We assessed the overlap between the WGCNA modules and DEGs. DEGs with FDR <5% and absolute log (fold change) ≥ 0.4 were extracted for overlap analysis. DEGs were further split into upregulated and downregulated DEGs based on whether the corresponding logFC was positive or negative. Each DEG set was assessed for overlap with WGCNA modules using the method described for cell-type marker overlap above.

**Weighted Key Driver Analysis (wKDA)**

wKDA from the Mergeomics R package was used to identify key drivers of selected modules or DEGs based on a gene interaction network[^25^](https://paperpile.com/c/a3tqrV/bPuSa). We used a brain-specific Bayesian network capturing causal gene-gene regulatory relationships constructed using the RimbaNet package[^26^](https://paperpile.com/c/a3tqrV/ndC1T) and numerous human and mouse brain genetic and transcriptomic datasets[^27^](https://paperpile.com/c/a3tqrV/i6DQp). Modules with a significant correlation with one or more traits as well as DEGs for each brain region were extracted and used as input for wKDA. In wKDA, hub genes were first identified based on the input network’s topology. Subsequently, the input module genes or DEGs were overlaid onto the network. The hub genes whose downstream network neighbors were enriched with the input module genes or DEGs were highlighted as key drivers for the trait-related genes or modules. The parameters used were as follow: edgefactor=1 (considering edge weights), depth=1 (searching depth), direction=0 (not considering the directions of the interactions), nperm=10000 (permutation numbers), ndrivers=10 (up to 10 key drivers from each input gene list). Networks of prioritized key drivers were visualized using Cytoscape version 3.8.2[^28^](https://paperpile.com/c/a3tqrV/r8u78).

**Module-module interaction inference**

To examine possible module-module interactions across brain regions, Pearson correlations between module MEs were calculated among modules from all five brain regions in males and females, respectively. Module-module correlations with a p-value < 0.05 and |r| > 0.5 were used for visualization and the following analysis. Cytoscape 3.8.2 and sankeyNetwork function from the networkD3 R package were used for visualization.

**Associating WGCNA modules with human GWAS of cannabis use disorder**

To test whether THC-correlated or interconnected WGCNA modules were enriched in genes implicated in human GWAS of cannabis use disorder (CUD), we used the Mergeomics R package that integrates gene sets with GWAS summary statistics through functional genomics[^25,29^](https://paperpile.com/c/a3tqrV/bPuSa+QG40V). GWAS summary statistics of a GWAS meta-analysis of CUD by Johnson et al.[^30^](https://paperpile.com/c/a3tqrV/LiHd7) from <https://www.med.unc.edu/pgc/download-results/> was used. SNPs were adjusted for linkage disequilibrium with a cutoff of 0.5 to remove redundant SNPs. GWAS SNPs were mapped to genes using the following mapping strategies: (1) genes within 20kb distance of SNPs and (2) genes under the regulation of tissue-specific expression and splicing quantitative trait loci (eQTLs/sQTLs) from GTEx v8 for brain regions matching or semi-matching those investigated for THC response. These include the amygdala, nucleus accumbens, frontal cortex, caudate and putamen (representing striatum), and substantia nigra (physically close to VTA). GWAS SNPs, their mapped genes, and the corresponding GWAS p values were then intersected with coexpression modules for each brain region using the Marker Set Enrichment Analysis (MSEA) function in Mergeomics to assess whether coexpression modules, compared to random gene sets, are enriched for genes with low p-value SNPs. Modules with an FDR < 0.05 are considered significantly enriched for GWAS-related genes.

Key driver genes from highlighted GWAS-associated modules were identified using wKDA and then visualized using Cytoscape 3.8.2 as described above.

**References**

1. [Spear, L. P. & Brake, S. C. Periadolescence: Age-dependent behavior and psychopharmacological responsivity in rats. *Developmental Psychobiology* vol. 16 83–109 (1983).](http://paperpile.com/b/a3tqrV/EDqJS)

2. [Spear, L. P. The adolescent brain and age-related behavioral manifestations. *Neurosci. Biobehav. Rev.* **24**, 417–463 (2000).](http://paperpile.com/b/a3tqrV/14qoc)

3. [Kilb, W. Development of the GABAergic system from birth to adolescence. *Neuroscientist* **18**, 613–630 (2012).](http://paperpile.com/b/a3tqrV/VrRgk)

4. [Moyer, C. E. *et al.* Developmental Trajectories of Auditory Cortex Synaptic Structures and Gap-Prepulse Inhibition of Acoustic Startle Between Early Adolescence and Young Adulthood in Mice. *Cerebral Cortex* vol. 26 2115–2126 (2016).](http://paperpile.com/b/a3tqrV/78xza)

5. [Laviola, G., Macrì, S., Morley-Fletcher, S. & Adriani, W. Risk-taking behavior in adolescent mice: psychobiological determinants and early epigenetic influence. *Neurosci. Biobehav. Rev.* **27**, 19–31 (2003).](http://paperpile.com/b/a3tqrV/LufVR)

6. [Iemolo, A. *et al.* Reelin deficiency contributes to long-term behavioral abnormalities induced by chronic adolescent exposure to Delta9-tetrahydrocannabinol in mice. *Neuropharmacology* **187**, 108495 (2021).](http://paperpile.com/b/a3tqrV/ZNjv1)

7. [Bergamaschi, M. M. *et al.* Impact of prolonged cannabinoid excretion in chronic daily cannabis smokers’ blood on per se drugged driving laws. *Clin. Chem.* **59**, 519–526 (2013).](http://paperpile.com/b/a3tqrV/Pylqu)

8. [Karschner, E. L. *et al.* Implications of plasma Delta9-tetrahydrocannabinol, 11-hydroxy-THC, and 11-nor-9-carboxy-THC concentrations in chronic cannabis smokers. *J. Anal. Toxicol.* **33**, 469–477 (2009).](http://paperpile.com/b/a3tqrV/wEg5V)

9. [Karschner, E. L. *et al.* Extended plasma cannabinoid excretion in chronic frequent cannabis smokers during sustained abstinence and correlation with psychomotor performance. *Drug Test. Anal.* **8**, 682–689 (2016).](http://paperpile.com/b/a3tqrV/G1zYw)

10. [Iemolo, A., Seiglie, M., Blasio, A., Cottone, P. & Sabino, V. Pituitary adenylate cyclase-activating polypeptide (PACAP) in the central nucleus of the amygdala induces anxiety via melanocortin receptors. *Psychopharmacology*  **233**, 3269–3277 (2016).](http://paperpile.com/b/a3tqrV/YdZM5)

11. [Fernandes, C. & File, S. E. The influence of open arm ledges and maze experience in the elevated plus-maze. *Pharmacol. Biochem. Behav.* **54**, 31–40 (1996).](http://paperpile.com/b/a3tqrV/35GFT)

12. [Lueptow, L. M. Novel Object Recognition Test for the Investigation of Learning and Memory in Mice. *J. Vis. Exp.* (2017) doi:](http://paperpile.com/b/a3tqrV/xq5un)[10.3791/55718](http://dx.doi.org/10.3791/55718)[.](http://paperpile.com/b/a3tqrV/xq5un)

13. [Antunes, M. & Biala, G. The novel object recognition memory: neurobiology, test procedure, and its modifications. *Cogn. Process.* **13**, 93–110 (2012).](http://paperpile.com/b/a3tqrV/i7gdx)

14. [Flagel, S. B., Waselus, M., Clinton, S. M., Watson, S. J. & Akil, H. Antecedents and consequences of drug abuse in rats selectively bred for high and low response to novelty. *Neuropharmacology* **76 Pt B**, 425–436 (2014).](http://paperpile.com/b/a3tqrV/ZMO6r)

15. [Queen, J. P., Quinn, G. P. & Keough, M. J. *Experimental Design and Data Analysis for Biologists*. (Cambridge University Press, 2002).](http://paperpile.com/b/a3tqrV/rFfzo)

16. [Huber, P. J. Robust Regression: Asymptotics, Conjectures and Monte Carlo. *Ann. Stat.* **1**, 799–821 (1973).](http://paperpile.com/b/a3tqrV/HSiAi)

17. [Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 10–12 (2011).](http://paperpile.com/b/a3tqrV/dbLmb)

18. [Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).](http://paperpile.com/b/a3tqrV/zDUj0)

19. [Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323 (2011).](http://paperpile.com/b/a3tqrV/s2Oya)

20. [Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).](http://paperpile.com/b/a3tqrV/PUSZq)

21. [Cahill, K. M., Huo, Z., Tseng, G. C., Logan, R. W. & Seney, M. L. Improved identification of concordant and discordant gene expression signatures using an updated rank-rank hypergeometric overlap approach. *Sci. Rep.* **8**, 9588 (2018).](http://paperpile.com/b/a3tqrV/HBC7J)

22. [Langfelder, P. & Horvath, S. WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* **9**, 559 (2008).](http://paperpile.com/b/a3tqrV/eGca5)

23. [Chen, E. Y. *et al.* Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* **14**, 128 (2013).](http://paperpile.com/b/a3tqrV/Tcrhr)

24. [Werling, D. M., Parikshak, N. N. & Geschwind, D. H. Gene expression in human brain implicates sexually dimorphic pathways in autism spectrum disorders. *Nature Communications* vol. 7 (2016).](http://paperpile.com/b/a3tqrV/FZRAd)

25. [Shu, L. *et al.* Mergeomics: multidimensional data integration to identify pathogenic perturbations to biological systems. *BMC Genomics* **17**, 874 (2016).](http://paperpile.com/b/a3tqrV/bPuSa)

26. [Zhu, J. *et al.* Integrating large-scale functional genomic data to dissect the complexity of yeast regulatory networks. *Nat. Genet.* **40**, 854–861 (2008).](http://paperpile.com/b/a3tqrV/ndC1T)

27. [Shu, L. *et al.* Shared genetic regulatory networks for cardiovascular disease and type 2 diabetes in multiple populations of diverse ethnicities in the United States. *PLoS Genet.* **13**, e1007040 (2017).](http://paperpile.com/b/a3tqrV/i6DQp)

28. [Shannon, P. *et al.* Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* **13**, 2498–2504 (2003).](http://paperpile.com/b/a3tqrV/r8u78)

29. [Ding, J. *et al.* Mergeomics 2.0: a web server for multi-omics data integration to elucidate disease networks and predict therapeutics. *Nucleic Acids Res.* **49**, W375–W387 (2021).](http://paperpile.com/b/a3tqrV/QG40V)

30. [Johnson, E. C. *et al.* A large-scale genome-wide association study meta-analysis of cannabis use disorder. *Lancet Psychiatry* **7**, 1032–1045 (2020).](http://paperpile.com/b/a3tqrV/LiHd7)

# Supplementary material for: Chronic adolescent exposure to cannabis in mice leads to sex-biased changes in gene expression networks across brain regions
**Source:** Neuropsychopharmacology. 2022 Aug 22;47(12):2071–80. doi: 10.1038/s41386-022-01413-2
**Supplement:** Supplementary file 7 — Supplementary Table 6

| **Table 6**  **Key drivers of CUD & THC-associated modules** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | **DMS** | **Amy** | **NAc** | **PFC** | **VTA** |
| **Female** | GABRB2, PSD3, MEF2C, ATP2B1, NR2C2, ATF2, ADCY1, NFASC, TTYH2, SUN2, ERBB3, FA2H, NECTIN1 | FA2H, MAG, MAL, MOG, KLK6, GJB1, TMEM125, TF, CDC42EP1, OPALIN, RAB3A, LDOC1, ARHGDIG, TMEM130, C1QTNF4, RNF187, SYNGR3, BSCL2, SYP, ATP6V0D1 | **HAPLN4**, **KCNC1**, **ELAVL2**, SGSM1, ATP8A2, CLSTN3, **ZCCHC12**, RBFOX2, ANK1, SPTBN4 | JPH3, KCNH3, NEURL1, AGAP2, JPH4 | DDC, TH, SLC6A3, RET, SLC18A2, CHRNA6, KLHL1, FOXA2, FOXA1, SLC10A4, ZNF638, MATR3, RANBP6, PAIP2, ITGB8, SDCBP, PNPLA8, SEC23A, KPNA3 |
| **Male** | SYNGR1, WSCD2, FASN | ATP6V0A1, UBE2O, MADD, NISCH, DNM1, SMARCA4, CHD5, CELSR2, SPTBN2, MAPK8IP3 | RAB3A, **KCNC1**, **ELAVL2**, RAB3C, SNAP91, PNMAL2, **HAPLN4**, DNM1, SYT1, **ZCCHC12**, PJA2, WDR47, SRPK2, ITFG1, NCOA4, NAPB, NAPG, SUCLA2, YWHAH, CIT, PTPRS, CELSR3, PRRC2B, MECP2, CREBBP, MTUS2, BICDL1, PLAGL2, HCFC1, MLC1, RNF187 | SRPK2, G3BP2, FAM102B, RTN4, GLS, SEC23A, FAM49A, ITFG1, KIF3A, SH3BGRL | DNM1, APBA1, RBFOX2, SPTBN2, PI4KA, WNK2, CHRNB2, ARHGEF9, ATP6V0A1, ADD2 |

How the deposited data were processed for this re-analysis (not part of the article)

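RNA from punches of the PFC, DMS, NAc, Amy and VTA of female and male mice treated with vehicle or THC was read as 119 libraries, 6 for each region, sex and treatment and 5 for the VTA of vehicle-treated males. The authors selected polyadenylated RNA, made stranded libraries, sequenced them in pairs of reads, trimmed the reads with cutadapt, aligned them to the mouse genome mm10 with STAR and counted them per gene with RSEM. The deposited values are the expected counts that the authors took from RSEM, with no normalization, in 2 tables of 55291 genes, 1 for the PFC and DMS and 1 for the NAc, Amy and VTA. No rounding had been applied by the authors to these expected counts. Library conditions were taken from the sample labels, which carry a number for each library and no identity of the mouse. A library is named by its label where it stands apart, as in FTL_344. Columns of per-library values not used number 0.

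Expected counts were rounded to whole numbers. Each comparison of THC with vehicle within a region and sex was fitted on its own libraries only, so that groups of other spread do not enter, with edgeR 4.0.16 in R 4.3.3, using its filter on low counts, TMM normalization, robust dispersion and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an FDR under 0.05 and an absolute log2 fold change of at least 0.4. The sex x treatment interaction, the effect of sex with treatment as a covariate and the effect of THC with sex as a covariate used 1 fit of the libraries of a region. Levels are TMM-normalized CPM, and log2 CPM used a prior count of 2. Not TMM-normalized were the CPM of the label check genes and of Erdr1 in single libraries. The same holds for the CPM of genes at the ends of the principal components and beside the lists. Depth is the sum of the expected counts of a library, with a median of 22092580 over all libraries and a lowest value of 3090978 in the male VTA, and with groups of 6 it sets how small a change can be found.

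The edgeR and DESeq2 tests of THC against vehicle and the edgeR interaction test were tried on simulated counts drawn with the means and depths of the real libraries, with 200 genes changed. The edgeR test recovered 179 of them (89.5%) with 8 other calls among 17081 genes, and DESeq2 181 (90.5%) with 21 other calls among 30060. DESeq2 size factors in edgeR gave 179 with 8 others, edgeR with no filter 180 with 4 others, and the interaction test 199 (99.5%) with 4 others among 16913 genes. With no gene changed there were 0 calls among 17102 genes. The recoveries hold only for the size of change and the spread that were simulated, which are not given here. They do not show how often a change near the threshold for a call would be found. A count of 0 calls in the real libraries may therefore miss changes of that size. Camera, rho between the sexes and the clusters were also run on simulated values with changes put in. The fits of sex and of the sexes together, the surrogate variable, fry and the permutation tests had no simulated run.

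Alternatives written down before the data were examined were DESeq2 1.42.0 (the tool of the paper, which used another version), DESeq2 size factors in edgeR, no filter, all 4 groups of a region in 1 fit, 1 surrogate variable from sva 3.50.0, each library left out in turn in the female DMS, Amy and VTA and the male NAc and VTA and in the results that use the 5 male VTA vehicle libraries, 15 or 40 clusters, other gene sets and transformations for the principal components, and fry in place of camera. Module values were also taken as the mean of the standardized genes and from log2 CPM. DESeq2 without library FTL_344, fits of the male Amy, of both sexes of the Amy, of coexpression clusters and of the genes of Table S2 without library FTL_344 or FTL_356 or both, and camera with an estimated correlation were added after the data were seen. Each count of calls was also found for 100 splits of the same libraries into groups of the same sizes, the real split among them, and for 50 splits where 4 groups were fitted.

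Principal components used the 500 genes of largest variance, and the R2 of region, sex and treatment was tested with 100000 permutations. Coexpression clusters were made by Ward clustering of standardized log2 counts, scaled by DESeq2 size factors with a pseudocount of 1. The value of a cluster was its first principal component, and module values used the same scale. Gene lists were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, and the p-values of the 18 lists in 10 comparisons, 180 in all, were adjusted together. A list needed 3 tested genes. Random lists, 1000 for each module, were drawn among genes within 100 ranks of the mean level of each listed gene that passed the filter. A score of the Amy was the mean standardized log2 CPM of the cortical and basolateral list minus that of the hypothalamic and medial amygdala list, with 1000 permutations. A single value of a group was marked as standing apart by Dixon's ratio over 0.625 for 6 libraries and over 0.71 for 5.

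The 18 lists are endocannabinoid system genes, the paper's key driver genes, and general-knowledge markers of cortical and basolateral amygdala projection neurons, of hypothalamus and medial amygdala, of striatal and central amygdala medium spiny neurons, of thalamus, of interneurons, dopaminergic neurons, oligodendrocytes, astrocytes, microglia, endothelium and choroid plexus, 2 lists of clock genes, immediate early genes, pseudoautosomal and neighbouring genes, and imprinted genes. The genes of ribosomal proteins were tested as 1 more list. Genes named in the text were set by a rule before the data were examined. They are Cnr1, Dagla and the other endocannabinoid genes, the 4 key drivers, the 5 called genes with the smallest p in each comparison, the genes of rows of Table S2 with at most 2 genes, the first gene of each sheet of Table S1, the genes of the label check, up to 3 genes of each list with the largest mean count, and up to 5 genes at each end of PC1 and PC2. Some genes that this rule selects are not reported here. The genes shared by 2 comparisons with DESeq2 were named after their values were seen.

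WGCNA, the rank-rank overlap package, the gene set libraries behind Table S2 and the drug signature databases were not used here, so modules were replaced by clusters and by the genes drawn in the paper's figures, read by eye, and pathways by the genes Table S2 lists. The behavioural data and the human association data were not analysed here. A few counts are printed to 2 digits, as in 2.7e+02. Python 3.11.15 with matplotlib 3.10.9 drew the figures.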

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

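The interaction fit of all libraries and the splits of the gene lists were set before the values were seen. All other tests in this part were chosen only after that.

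Each group of 6 or 5 libraries was searched for a single value standing apart, in depth and in the CPM of the label genes, Cnr1, Dagla and Erdr1 and the value of the drawn modules, 108 groups in all. A value stood apart in 14 of them, where 5.4 would be found by chance, so some of the values below are likely to be chance.

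In the library labelled female Amy THC FTL_344 Xist was 0.295 CPM, against 480.2 to 599 CPM in the other 5 libraries of its group, and in the library labelled male Amy THC FTL_356 the sum of the 4 Y genes was 0.361 CPM, against 134 to 160. A mixed sample could be the cause only if each library also held RNA of its labelled sex, and the highest value of the sex-linked genes of the labelled sex was 0.361 CPM. Mice recorded under the wrong sex might explain it if other regions went against their labels too, and 0 libraries of the 4 other regions did. Labels or punches exchanged between the 2 libraries would give 1 library of each sex against its label in the Amy. That 2 were found, 1 of each sex, is the observation that raised the question and no test of it, so an exchange stays open.

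Among the vehicle-treated males of each region the sum of the Y genes was far lower in 1 library than in the others. It was 70.0 CPM in PFC library FTL_275 (others 127.5 to 138.1), 92.4 in DMS library FTL_299 (151 to 178), 68.6 in NAc library FTL_323 (156 to 177) and 68.0 in Amy library FTL_346 (134 to 159). In VTA library FTL_370 it was 73.2 CPM, 0.480 of the mean of the other male libraries of that region. RNA of a female mixed in would bring Xist, which was at most 0.300 CPM in these libraries where equal parts would give at least 166. Counting noise is not likely either, because the lowest summed Y count among them was 1235. Loss of the Y chromosome in part of the cells of 1 mouse would lower all 4 genes together in its 5 regions, and 20 of 20 values were below those of every other library of the region labelled male, with FTL_356, whose Y sum was 0.361 CPM, left out of this comparison. These libraries were picked for their low Y sum, so that number largely restates the choice. The fall was uneven, with Eif2s3y at the lowest ratio to the other males in each region. Its ratio in the VTA was 0.293, against 0.501 for Ddx3y, 0.5105 for Kdm5d and 0.580 for Uty. In the NAc it was 0.393, against 0.408 for Uty, the next lowest. A loss of the Y chromosome stays open, and the labels do not say whether these libraries came from 1 mouse.

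Erdr1 stood apart in female PFC vehicle library FTL_261 at 24.9 CPM (others 6.90 to 11.3), in male PFC vehicle library FTL_274 at 15.6 (7.38 to 9.10) and in female VTA vehicle library FTL_358 at 34.1 (9.20 to 16.9). Dagla stood apart in female DMS THC library FTL_296 at 96.1 CPM (73.2 to 80.5) and in male NAc vehicle library FTL_322 at 72.8 (64.2 to 66.8), and Cnr1 in male NAc vehicle library FTL_325 at 138 CPM (64.6 to 78.0). Xist was 250.2 CPM in female Amy vehicle library FTL_338 (500.4 to 572). Female VTA THC library FTL_365 held 38483483 counts, and the others of its group 11228720 to 18165608. Their causes were not tested.

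The interaction called in the Amy was that of Tubb6, a log2 fold change of 2.32 at levels under 1 CPM, and without libraries FTL_344 and FTL_356 its edgeR adjusted p was 0.0501. The immediate early genes of the DMS had a score that was lower with THC in females (-0.59) and higher in males (0.31), a difference of 0.894 (permutation test, p = 0.00479). The difference was 0.73 in the PFC (permutation test, adjusted p = 0.102), 0.40 in the NAc (adjusted p = 0.102 by the same permutation test), -0.12 in the Amy (permutation test, adjusted p = 0.487) and 0.28 in the VTA (permutation test, adjusted p = 0.268). Depth could mimic a change in low genes, but the median depth of the 4 DMS groups differed by at most a ratio of 1.054. A different effect of THC in the 2 sexes stays open. The smallest adjusted p over the 5 regions, 0.024 in the DMS (permutation test), is of the difference that drew attention to these genes and is no separate evidence for it, and within 1 sex the list had a camera p as small in 9 of 100 splits of the female DMS and 6 of 100 of the male DMS. The time between handling and dissection of each group could do the same and was not tested.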

How the results depend on the processing

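DESeq2 without library FTL_344, the fits of the male Amy, of both sexes of the Amy, of clusters and of the genes of Table S2 without library FTL_344 or FTL_356 or both, and camera with an estimated correlation were chosen after the data were seen. All other alternatives were set before. No paired analysis was possible because the labels carry no mouse identity and no replicate number that groups share.

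Of the alternative settings of the main results, 1.3e+02 left the call as it was, 5 weakened it and 40 moved a count past the limit. Among fits without 1 library the numbers were 101, 0 and 35. For the named genes 252 settings left the call as it was, 5 weakened it, 23 strengthened it and 3 reversed a sign, and without 1 library 3.3e+02, 49, 10 and 0. The cause of these changes was not tested.

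DESeq2 moved the most counts. It called 1 gene in the female PFC, 22 in the female DMS (main 2), 546 in the female Amy (main 186 higher and 81 lower), 3 in the female VTA, 20 in the male NAc and 1 in the male VTA, where edgeR called 0 unless given. The interaction numbers were 3 in the DMS (main 0) and 21 in the Amy (main 1), the sex numbers 65 in the NAc (main 42), 10 in the Amy (main 2) and 31 in the VTA (main 19), and with the sexes together the Amy had 2 (main 0). Pairs of regions past the limits of their splits were 0 (main 1), but the splits were not refitted with DESeq2, so this number is not a test. Of the genes of Table S1, 579 were called (main 259), and calls summed over the pathway rows of Table S2 that were tested were 127, 119 of them in female Amy rows (main 57, all in the female Amy). In the female Amy 69.66% of the calls were higher with THC, 62.82% with DESeq2, 71.04% with DESeq2 size factors, 77.78% with all 4 groups, and 57.6% to 74.14% without 1 library.

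With no filter edgeR called 4 genes in the female DMS, 1 in the female VTA and 2 in the interaction of the Amy. With all 4 groups in 1 fit it called 5 in the female DMS and 126 in the female Amy, and 1 endocannabinoid gene over all genes tested (main 3). With 1 surrogate variable it called 6 in the female DMS and 3.3e+02 in the female Amy. The surrogate variable reversed a sign for Elavl2 in the female NAc (log2 fold change -0.000495) and for Kcnc1 (0.0506) and Elavl2 (0.0382) in the male NAc, where it had r = 0.641 with treatment.

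Among the alternatives chosen after the data were seen, DESeq2 without library FTL_344 called 454 genes in the female Amy. Without both libraries FTL_344 and FTL_356 the interaction of the Amy had 0 calls with edgeR and 4 with DESeq2, and the sex difference 14 and 52. THC with the sexes together had 0 calls with either tool. With an estimated correlation, which does not enter their median log2 fold change of -0.35, the ribosomal protein genes had p = 0.129, and 0 of the 180 list tests passed 0.05 under an estimated correlation, where 38 passed with camera and 0 with fry.

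PC1 and PC2 held 32.7% and 23.8% with all genes and 47.7% and 30.8% with the variance stabilizing transformation (main 39.4% and 29.1%). Without the label genes the R2 of sex fell to 0.138 in the PFC, 0.113 in the NAc, 0.125 in the Amy and 0.0428 in the VTA. The number of clusters asked for moved the correlated clusters to 2 (15 clusters) and 4 (40) in the female PFC (main 1), 7 (40) in the female DMS (main 2), 1 (15) in the female NAc (main 2), 11 (40) in the female Amy (main 6) and 4 (15) in the male NAc (main 7).

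With 1 library left out the calls ranged from 0 to 7 in the female DMS (main 2), from 56 to 2.9e+02 in the female Amy and from 0 to 15 in the female VTA (main 0). They stayed at 0 in the male NAc, the male VTA, the interaction of the VTA and the sexes together in the VTA. With the sexes together in the Amy they stayed at 0 without library FTL_344 or FTL_356. The male Amy kept 0 without library FTL_356. Interaction calls in the Amy were 2 without library FTL_344 or FTL_356 (main 1). Sex calls in the Amy were 9 without library FTL_344 and 6 without library FTL_356 (main 2), and in the VTA they were 12 to 21 (main 19). The median of the ribosomal protein genes ranged from -0.39 to -0.23 (main -0.35) and rho between the sexes in the VTA from 0.01 to 0.20 (main 0.12). Correlated clusters stayed at 6 in the female Amy without library FTL_344 and were 1 in the male Amy without library FTL_356 (main 0). No other Amy library was left out for the clusters. In the male VTA the correlated clusters ranged from 0 to 5 (main 3). Calls summed over the tested female Amy rows of Table S2 were 24 without library FTL_344 (main 57).

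Among the named genes, settings other than 1 library left out in which the adjusted p rose past 0.05 were all 4 groups in 1 fit for Cnr1 (adjusted p = 0.0502), Daglb (0.0879) and Gm35755 (0.0593), no filter for Daglb (0.0875), and both Amy libraries left out for Tubb6 (0.0501). It fell under 0.05 with DESeq2 for Per2 (0.04), Pou2f2 (0.000553), Pdyn (0.0124), P2ry1 (0.032), Faah (0.0294), Zfp36l2 (0.000866), Erdr1 (0.000675), Mid1 (0.0314) and Sst (0.000101). For Pou2f2 it was also under 0.05 with no filter (0.013), with all 4 groups (0.013) and with the surrogate variable (0.0192), and for Zfp36l2 with no filter (0.0202) and without library FTL_365 (0.0443). For Xist and the 4 Y genes in the sex difference of the Amy it did so without libraries FTL_344 and FTL_356. With 1 library left out the adjusted p rose past 0.05 in 49 fits, of 12 for each gene 9 for Plk3, 10 for Gm35755, 9 for Cnr1 in the female Amy, 10 for Dagla and 11 for Daglb. Over all fits without 1 library the log2 fold change was between -0.78 and -0.67 for Plk3, -0.83 and -0.75 for Gm35755, 0.39 and 0.49 for Pou2f2, 0.40 and 0.52 for Pdyn and 0.41 and 0.58 for P2ry1 in the female DMS, and -0.55 and -0.41 for Cnr1 there. In the female Amy the ranges were 0.36 to 0.49 for Cnr1, 0.35 to 0.46 for Dagla, 0.18 to 0.22 for Daglb, 0.87 to 0.93 for Ntng2, 1.08 to 1.2 for Ccdc3, 1.41 to 1.57 for Smoc2, 0.65 to 0.75 for Gcnt2 and 0.44 to 0.49 for Sidt1.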

Differences from the paper's values

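The alternatives that bring a value to the paper's were set before the data were examined. No test was chosen for this part after the result was seen, except the rho of the Amy without libraries FTL_344 and FTL_356.

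The paper gives 549 DEGs in the female Amy, where edgeR called 186 higher and 81 lower, 2.7e+02 in all. Only DESeq2, the tool of the paper, closed the gap, with 546. For the male NAc the paper gives 22 and edgeR 0 (2653 genes at an unadjusted p under 0.05), and DESeq2 gave 20. The paper gives 28 interaction DEGs in the Amy and 4 in the DMS, where edgeR called 1 and 0 (2675 and 980 genes at an unadjusted p under 0.05). DESeq2 called 21 and 3. With an adjusted p under 0.05, Table S1 has 17 genes in the female DMS, 3 in the female VTA and 1 in the male VTA. The numbers were 2, 0 and 0 with edgeR (1406, 1421 and 1012 genes at an unadjusted p under 0.05) and 22, 3 and 1 with DESeq2. The 2 edgeR genes of the female DMS are not among the 17. No other setting chosen before the data were examined closed any of these gaps. The DESeq2 numbers rest on the same libraries as labelled, FTL_344 and FTL_356 among them.

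Table S1 lists 548 genes with an adjusted p under 0.05 for the female Amy where the text of the paper has 549. Opposing changes of females and males in the Amy, reported in the paper, had a rho of -0.28, and 42 of 100 splits were as far from 0. Without libraries FTL_344 and FTL_356 rho was -0.43, for which no splits were fitted. Pdyn and P2ry1 in the female DMS and Mid1 in the male NAc, on which rows of Table S2 rest, were not called with edgeR (adjusted p = 0.281, 0.28 and 0.21). The 13 translation genes of Table S2 gave 0 edgeR calls. The paper states that a male VTA sample was removed, and the mean counts of Table S1 for the male VTA differ from those of all 11 libraries by 3.52e-05%.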

Other observations

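The tests of depth, of the marker score in males, of the score as a covariate, of the male NAc and of the ribosomal genes in males, and the splits of the counts of calls, of rho between the sexes, of clusters, of lists and of the ribosomal genes of the female Amy, were written down before their values were seen, and all other tests here were chosen only after the result was seen.

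Each count of calls was set against splits of the same libraries, the real split included. As many calls were found in 1 of 100 splits in the female Amy and in the female DMS, and in 100 of 100 in the other 8 comparisons, whose count is 0. Interaction calls were matched in 1 of 50 splits in the Amy and 50 of 50 in the DMS, NAc, PFC and VTA, and calls for THC with the sexes together in 50 of 50 in each of the 5 regions. Calls for sex were matched in 1 of 50 in the Amy, DMS, NAc and PFC and 2 of 50 in the VTA. The Spearman correlation between the sexes was as far from 0 in 67 of 100 splits in the PFC, 78 in the DMS, 95 in the NAc, 42 in the Amy and 65 in the VTA, and that between the female PFC and NAc in 7. Correlated clusters were as many in 48 splits in the female PFC, 18 in the DMS, 23 in the NAc, 1 in the Amy and 15 in the VTA, and in males in 100, 100, 3, 100 and 11. The count of lists past 0.05, adjusted within each comparison, was matched in 98, 83, 53, 2 and 47 splits in females and 73, 87, 2, 100 and 91 in males, in the same order of regions. For the endocannabinoid genes of the female Amy it was 4, for the ribosomal protein genes of the female Amy 6 and for those of the male VTA, where 86 of 88 were higher (median log2 fold change 0.23), 1 of 100.

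The calls in the female Amy might come from something other than an effect of THC. Thinning all libraries to 13018409 counts left 206 calls, 183 of them among the main ones, so depth is not likely to make them. Choroid plexus in the punches is not likely either, since 0 choroid plexus genes were called, although Ttr ranged from 0 to 3275 CPM. Leaving out the library labelled female Amy THC FTL_344 gave 159 calls, 147 of them among the main ones.

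Different shares of nuclei in the punches could give the same calls. In the cortical and basolateral list 14 of 14 genes were higher with THC (median 0.52) and 6 of 6 THC libraries had a score above every vehicle library, while the hypothalamic list had 1 of 15 higher (median -0.77). The striatal and central amygdala list rose as well, with 14 of 15 higher (median 0.56), but only 3 of 6 THC libraries had a score above every vehicle library. Among male Amy libraries, of the called genes outside the lists, 98.71% of 232 moved along the marker score with the sign of their change in females, where genes not called had 77.07% (permutation test, one-sided p = 0.005, median of permuted scores 48.28%). This is consistent with a different mix of nuclei in the punches of THC-treated females, but more of the cortex-like nuclei alone need not raise the striatal list, so which nuclei differ stays open. With the score as a covariate 0 genes were called and 778 had an unadjusted p under 0.05. The score had r = 0.857 with treatment, so that fit cannot separate the 2. The median log2 fold change of the calls outside the lists, signed by their direction, went from 0.57 to 0.22, and 86.99% kept their sign. An effect of THC on the same genes is not excluded. These values hold library FTL_344 as a female and FTL_356 as a male, and without FTL_356 the share was 99.57%.

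For the ribosomal protein genes of the female Amy the same source was tested in males. Of 86 such genes 98.84% fell as the marker score rose, but permuted scores did so often (permutation test, one-sided p = 0.187), so these libraries cannot tell.

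The male NAc genes with an unadjusted p under 0.05 could reflect neighbouring tissue. Of 2589 genes, 80.38% moved among the female NAc libraries with the sign of their change along a score of the striatal minus the hypothalamic list, against a median of 50.39% with permuted scores (permutation test, one-sided p = 0.0569), which leaves it open.

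Erdr1 and Mid1 were higher with THC in the male NAc, and 8 of 8 values were higher in the 4 other male regions. A difference between mice in the pseudoautosomal region may be the source, since the same mice would carry it into each region. In females, exactly 2 THC libraries had Erdr1 under 5 CPM in each of 4 regions (PFC, DMS, NAc and VTA), and 0 vehicle libraries did. In the Amy the only library under 5 CPM was FTL_356, labelled male Amy THC, with 3.32 CPM and with the sex-linked counts of a female. The labels do not say which libraries came from the same mouse, so whether the low libraries are of the same mice was not tested.

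Time of day of dissection could move clock genes in opposite directions. This was found in 0 female regions with an adjusted p under 0.05 for both clock lists. The list of opposite phase has few genes and passed in 0 of the 10 comparisons, in the male NAc as elsewhere, so this leaves the time of day open. Random lists matched the correlation of the drawn module genes in 1 of 1000 for saddlebrown, 224 for bisque4, 51 for lightsteelblue1 and 779 for orange. For bisque4 and lightsteelblue1 the random lists had fewer genes than the module values. The study chose these modules for their correlation with THC in the same libraries, so a low number is not evidence of an effect of THC. For the last 3 a change shared by most genes of the region may be the source.

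Of the 180 list tests 38 had a camera adjusted p under 0.05, 7 of them in the female Amy, and 0 with fry or with an estimated correlation. Beside each list stand the tests past 0.05, its genes, those expressed in the Amy, those in another list, and genes among its most abundant. The CPM of the latter are means over all 119 libraries of the 5 regions and not levels of 1 region. Slc6a3, for example, had 1233 CPM in the VTA and 0.783 CPM in the Amy. Endocannabinoid system genes had 0 past 0.05 (14 genes, 11 expressed, 0 shared; Abhd12 221, Mgll 172 and Gde1 161 CPM). Key drivers had 1, lower in the male NAc (adjusted p = 0.0264; 4 genes, 4, 0; Zcchc12 228, Kcnc1 186, Elavl2 77.0). Cortical and basolateral markers had 3 (8.82e-09 in the female Amy; 14, 14, 0; Camk2a 1465, Slc17a7 496, Mef2c 212). Hypothalamic and medial amygdala markers had 2, both lower (1.36e-05 in the female Amy; 20, 15, 1; Slc17a6 59.7, Cartpt 34.1, Nkx2-2 8.05). Striatal markers had 3 (5.37e-07 in the male NAc; 15, 15, 1; Ppp1r1b 918, Adcy5 752, Penk 639). Thalamic markers had 1, lower (0.0247 in the male NAc; 10, 9, 2; Calb2 70.6, Rora 48.4). Interneuron markers had 1, higher (0.0141 in the female NAc; 10, 10, 0; Gad1 481, Gad2 459, Slc32a1 257). Dopaminergic markers had 1, lower (0.000147 in the female VTA; 10, 4, 0; Slc6a3 239, Ddc 133, Th 130.3). Oligodendrocyte markers had 6, of which 5 lower (0.000147 in the female NAc; 14, 14, 0; Mbp 2901, Mobp 999.7), with a median of -0.44 in the female Amy.

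Astrocyte markers had 4 tests past 0.05, of which 3 lower (0.000147 in the female VTA; 13, 13, 0; Slc1a2 1629.7, Aldoc 707, Slc1a3 413). Microglia markers had 1, lower (2.99e-10 in the female VTA; 14, 14, 0; Csf1r 79.4, Cx3cr1 47.0). Endothelial markers had 1, lower (0.0438 in the female DMS; 10, 10, 0; Flt1 41.4, Itm2a 37.9, Slco1a4 32.4). Choroid plexus markers had 0 (smallest adjusted p 0.0634 in the male NAc; 12, 12, 0; Enpp2 244, Ttr 68.5, Clic6 13.8). Clock genes that are low together had 2, both higher (0.00015 in the male NAc; 10, 10, 0; Tef 360.2, Dbp 134, Hlf 119.7), and those of opposite phase 0 (0.212 in the female Amy; 5, 4, 0; Clock 91.7, Npas2 45.9, Arntl 28.1). Immediate early genes had 5, of which 3 higher (8.03e-09 in the male DMS; 14, 14, 0; Egr1 86.4, Junb 46.2, Arc 44.6). Pseudoautosomal and neighbouring genes had 4, all higher (0.00148 in the male DMS; 4, 3, 0; Gm47283 52.1, Erdr1 11.9, Mid1 7.69). Imprinted genes had 3, all lower (0.000585 in the male NAc; 12, 11, 0; Meg3 5323, Snrpn 751, Peg3 649.5).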
